# Leptin Induces Mitosis and Activates the Canonical Wnt/β-Catenin Signaling Pathway in Neurogenic Regions of *Xenopus* Tadpole Brain

**DOI:** 10.3389/fendo.2017.00099

**Published:** 2017-05-08

**Authors:** Melissa Cui Bender, Christopher J. Sifuentes, Robert J. Denver

**Keywords:** leptin, neurogenesis, *Xenopus*, metamorphosis, Wnt/β-catenin

## Abstract

In addition to its well-known role as an adipostat in adult mammals, leptin has diverse physiological and developmental actions in vertebrates. Leptin has been shown to promote development of hypothalamic circuits and to induce mitosis in different brain areas of mammals. We investigated the ontogeny of leptin mRNA, leptin actions on cell proliferation in the brain, and gene expression in the preoptic area/hypothalamus of tadpoles of *Xenopus laevis*. The level of leptin mRNA was low in premetamorphic tadpoles, but increased strongly at the beginning of metamorphosis and peaked at metamorphic climax. This increase in leptin mRNA at the onset of metamorphosis correlated with increased cell proliferation in the neurogenic zones of tadpole brain. We found that intracerebroventricular (i.c.v.) injection of recombinant *Xenopus* leptin (rxLeptin) in premetamorphic tadpoles strongly increased cell proliferation in neurogenic zones throughout the tadpole brain. We conducted gene expression profiling of genes induced at 2 h following i.c.v. injection of rxLeptin. This analysis identified 2,322 genes induced and 1,493 genes repressed by rxLeptin. The most enriched Kyoto Encyclopedia of Genes and Genomes term was the canonical Wnt/β-catenin pathway. Using electroporation-mediated gene transfer into tadpole brain of a reporter vector responsive to the canonical Wnt/β-catenin signaling pathway, we found that i.c.v. rxLeptin injection activated Wnt/β-catenin-dependent transcriptional activity. Our findings show that leptin acts on the premetamorphic tadpole brain to induce cell proliferation, possibly acting *via* the Wnt/β-catenin signaling pathway.

## Introduction

Leptin is a protein hormone secreted by adipocytes that signals energy stores to the adult brain. The plasma concentration of leptin fluctuates in proportion to fat mass, and leptin acts on feeding control centers in the hypothalamus to suppress food intake and increase whole body metabolism (1). Leptin (*lep*) and its receptor (LepR) are widely expressed, and the hormone has been shown to have pleiotropic actions in physiology and development of diverse vertebrate species (2, 3). The actions of leptin are mediated by the long form of the LepR (LepRb), which engages several intracellular signaling pathways, especially the Janus kinase 2/signal transducer and activator of transcription (JAK2/STAT) (4, 5) and phosphoinositide 3-kinase (PI3K) signaling pathways (6, 7).

Recent findings support that leptin has important roles in neurological development, especially development of leptin-responsive feeding control circuits in the hypothalamus. Leptin-deficient mice (*ob/ob*) have reduced brain weight, volume, and DNA content that can be restored by injecting leptin (4, 8). Leptin induces mitosis in several brain areas in rodents (8–10), and in tissue culture (11, 12), and this role for leptin is likely related to the brain size defects seen in *ob/ob* mice. The hormone also promotes formation of neuronal projections among hypothalamic nuclei involved with feeding (13–16).

In rodents, serum leptin concentration increases markedly in the neonate, then declines in the juvenile adult (17–19). This “postnatal leptin surge” may play a critical role in the development of the hypothalamic feeding control circuit (13, 15, 16). Cells in the ventricular zone (VZ)/subventricular zone (SVZ) of the third ventricle (3V) of neonates express functional LepR; LepR mRNA expression declines in the VZ/SVZ through development then appears in the arcuate nucleus and ventromedial hypothalamus (18). The LepR is expressed within the VZ of the 3V in embryonic/fetal brain (18, 20) and these neural progenitor/stem cells (NSCs) may be precursors of hypothalamic feeding control and hypophysiotropic neurons of the adult (21).

Genes for *lep* have now been isolated from numerous mammalian species, birds, reptiles, amphibians, and fishes (2, 3, 22). Our earlier findings in *Xenopus* support that the adipostat function of leptin was present in the earliest tetrapods (23, 24). By contrast, a role for leptin in feeding and energy balance in fishes remains unresolved (2, 3). Like mammals, tadpoles of *Xenopus laevis* develop competence to respond to leptin signaling during the postembryonic developmental period of metamorphosis (Melissa Cui Bender and Robert J. Denver, unpublished data). We found that functional LepR is expressed in regions surrounding the 3V of premetamorphic tadpole brain, suggesting that leptin can act within tadpole neurogenic zones. In the current study, we investigated whether leptin can promote mitosis in developing *Xenopus* tadpole brain by administering recombinant *Xenopus* leptin (rxLeptin) to premetamorphic tadpoles by intracerebroventricular (i.c.v.) injection, then we analyzed cells in M phase of the cell cycle using immunohistochemistry (IHC) for phosphorylated histone 3 (pH3). We also conducted a gene expression screen for early (2 h after i.c.v. rxLeptin injection) leptin-induced transcriptional changes in tadpole preoptic area/hypothalamus. This screen identified the canonical Wnt/β-catenin signaling pathway as the major intracellular signaling pathway induced by leptin in premetamorphic tadpole brain. Using electroporation-mediated (EM) gene transfer of a Wnt/β-catenin-responsive reporter plasmid into tadpole brain, we provide additional evidence that leptin activates functional Wnt/β-catenin signaling.

## Materials and Methods

### Animal Care and Use

We obtained *X. laevis* tadpoles from in-house breeding and raised them in dechlorinated tap water maintained at 21–23°C with a 12L:12D photoperiod. Tadpoles were fed frog brittle twice daily (NASCO, Fort Atkinson, WI, USA) and developmental stages were determined using the Nieuwkoop–Faber (NF) staging table (25). We anesthetized NF stage 50 *X. laevis* tadpoles (premetamorphic tadpoles) in a buffered solution of 0.002% benzocaine (Sigma) before administering i.c.v. injection of rxLeptin [produced as described by Crespi and Denver (23)], or plasmid injections for EM gene transfer (described below). For i.c.v. injection, we used a Drummond microinjector to deliver 50–150 nL of solution containing 0.6% saline, rxLeptin (20 ng/g BW) or plasmid DNA, plus 0.01% fast green dye to the area of the 3V as described previously (23, 24, 26). We chose this dose of rxLeptin based on our previously published work that showed that i.c.v. injection caused a dose-dependent suppression of food intake in the Western spadefoot toad, with 20 ng/g BW rxLeptin causing maximal suppression (23). Animals were killed by immersion in 0.1% benzocaine for 2 min before tissue harvest. All procedures involving animals were conducted under an approved animal use protocol (PRO00006809) in accordance with the guidelines of the Institutional Animal Care and Use Committee at the University of Michigan.

### RNA Isolation for Gene Expression Analyses

For developmental analysis of *lep* mRNA, we extracted total RNA from whole animals beginning at NF stage 45. For NF stages 45–54, we pooled three animals per replicate and for NF stages 58–66, one animal per replicate (*n* = 5–6/NF stage). We also dissected and isolated total RNA from the portion of the carcass containing the fat pads (we removed tail and other organs; we refer to this as “adipose tissue”), liver, brain, and gut from tadpoles throughout metamorphosis (NF stages 50, 54, 58, 62, 66) for analysis of *lep* mRNA (*n* = 6/NF stage). For analysis of gene expression by microarray and reverse transcriptase quantitative real-time PCR (RTqPCR), we injected tadpoles i.c.v. with 0.6% saline or rxLeptin (20 ng/g BW), and 2 h later, we killed the animals, removed the brain, and microdissected the middle region of the brain (*n* = 6/treatment; the region of the diencephalon containing the preoptic area and hypothalamus, the neuroendocrine and feeding control regions of the brain) (27). We isolated RNA using the Trizol reagent (Invitrogen) following the manufacturer’s instructions.

For RTqPCR analysis of gene expression, we developed SYBR Green assays that spanned exon–exon boundaries for each gene. We treated 1 µg total RNA with 1.5 U RNase-free DNase I (Roche, Indianapolis, IN, USA) to digest contaminating genomic DNA, then reverse-transcribed the RNA into cDNA using 250 ng random hexamers and Superscript II Reverse Transcriptase (Invitrogen) following the manufacturer’s instructions [see also Ref. (28, 29)]. Minus RT controls were included. Oligonucleotides used for RTqPCR are given in Table 1. We conducted quantitative, real-time PCR using the ABsolute™ Blue qPCR SYBR Green Low Rox Mix (ABgene), and reactions were run on an ABI 7500 Fast qPCR machine. Relative quantities were determined using standard curves generated with pooled cDNAs.

**Table 1:** **Sequences of oligonucleotide used to validate microarray results by SYBR Green reverse transcriptase quantitative real-time PCR**.

Gene name	Forward	Reverse
*ctnnb1*	5′ GAATTGGCCACTCGAGCAA 3′	5′ ACCTGGTCCTCGTCATTAAGC 3′
*sox8*	5′ GGGCAAACTGTGGCGTTTA 3′	5′ CTCAGCCTCCTCCACAAAGG 3′
*socs3*	5′ AGAACCTACGCATCCAGTGTGA 3′	5′ GGCACTTCGTGGGTCAGTCT 3′
*arrb2*	5′ TCAGTCAGACAATACGCAGACATC 3′	5′ GCCACCGGGCCACTTGTAC 3′
*dab2*	5′ CAGCAGCTGCCACTGGAA 3′	5′ ATTGTTGTGCGTGAGAGTTTAC 3′
*mad2l1*	5′ AAGAACTTGCAACCGTTAAACT 3′	5′ TCACGAACAATGCCGTCTTTC 3′
*rpL8*	5′ TTTGCTGAAAGAAATGGCTACATC 3′	5′ CACGGCCTGGATCATGGA 3′

### IHC for pH3 and Phosphorylated STAT3 (pSTAT3)

We analyzed the effects of i.c.v. injection of rxLeptin on mitosis in the premetamorphic tadpole brain using IHC for pH3. The serine 10 at the amino terminus of H3 is phosphorylated during late G2 through M phase of the cell cycle and is therefore used to detect dividing cells [for *X. laevis* brain: (30–32)]. We administered two i.c.v. injections of 0.6% saline or rxLeptin (200 ng/g BW) (23) into the region of the 3V of NF stage 50 tadpoles; the second injection was 24 h after the first, and tadpoles were killed 48 h after the first injection (i.e., 24 h after the second injection). We then processed brains for IHC for pH3 following the method of Denver et al. (30). Briefly, we prepared 10 µm thick transverse cryosections through entire tadpole brains and immunostained sections with a rabbit antiserum against human pH3 (1:500; Cat. #0650 EMD Millipore, Billerica, MA, USA). Primary immune complexes were detected using a secondary antibody conjugated with Cy3 (1:500, Jackson ImmunoResearch Laboratories, Inc., West Grove, PA, USA). For IHC for pSTAT3, a marker for activated LepR, we administered i.c.v. injections of 0.6% saline or rxLeptin (20 ng/g BW) (24) to NF stage 50 tadpoles and collected brains 1 h later for fixation and sectioning. We conducted IHC for pSTAT3 on *Xenopus* brain as described previously (24) using an antiserum generated against a phosphopeptide AP[pY]LK from mouse STAT3 (Tyr705; 1:200; Cat. # 9131, Cell Signaling), which is 100% conserved with *X. laevis* STAT3 (24, 33). Images of immunostained slides were captured using an Olympus XI-81 microscope, and the total number of pH3 positive cells per brain was counted. Five brains were analyzed per treatment. *Xenopus* neuroanatomy is based on Tuinhof et al. (34) with modifications by Yao et al. (35).

### DNA Microarray Analysis of Gene Expression after i.c.v. rxLeptin Injection

We conducted DNA microarray analysis on total RNA isolated from the preoptic area/hypothalamus of NF stage 54 *X. laevis* tadpoles (~0.2 g BW) 2 h after i.c.v. injection of 0.6% saline or rxLeptin (20 ng/g BW). We isolated total RNA from microdissected brain regions of three replicate pools (three brains per pool) per treatment. Samples were hybridized to the Affymetrix GeneChip *Xenopus laevis* Genome 2.0 Array (*n* = 3/treatment) at the Affymetrix and Microarray Core Facility at the University of Michigan. 

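On the arrays, *socs3*, a feedback inhibitor of leptin receptor signaling, rose in both copies, *socs3.S* by 0.47 (standard error 0.11, adjusted p = 0.00601) on the log2 scale and *socs3.L* by 0.33 (standard error 0.10, adjusted p = 0.0162), with no overlap between the groups. *sox8.L*, a transcription factor gene of glial and neural crest cells, rose in all 3 of its tested probe sets, by 1.14, 0.84 and 0.74. In the first of these its values were 6.76, 7.42 and 8.42 on the saline arrays and 8.40, 8.65 and 8.44 on the rxLeptin arrays, so saline array 3 lay within the range of the rxLeptin arrays. It did so in the other *sox8.L* probe sets too. *dab2.L*, an endocytic adaptor, rose by 1.84 and 0.52 in a further pair of probe sets and *dab2.S* by 0.31. *arrb2*, an arrestin of receptor signaling, rose in every tested probe set, by 0.63 in *arrb2.L* and by 0.35 to 1.1 in *arrb2.S*. The *arrb2.S* probe set of highest signal and a further one of *arrb2.L* were too even to pass the variance filter. In *arrb2.S* the groups overlapped in every tested probe set except the one that rose by 0.35. *mad2l1.S*, a gene of the spindle checkpoint of mitosis, rose by 1.94 (standard error 0.25, adjusted p = 0.000211) and 0.34 (standard error 0.12, adjusted p = 0.0364) in its probe sets, and *mad2l1.L* had a log2 fold change of 0.17 with an adjusted p = 0.209. *ctnnb1.S*, the S copy of the β-catenin gene, rose by 0.49 (standard error 0.10, adjusted p = 0.00286). The reference gene *rpl8.S* was too even across the arrays to pass the variance filter, at 14.77, 14.79 and 14.74 on the saline arrays and 14.71, 14.68 and 14.71 on the rxLeptin arrays. All adjusted p-values are from limma with 3 arrays per treatment. Without saline array 2, the log2 fold change of the first probe set of *mad2l1.S* was 0.70 and that of the second changed sign, to -0.055.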

We selected a subset of the induced genes to cover a range of expression values (fold change) for validation by RTqPCR (Table 1).

#### Microarray Data Background Correction, Normalization, and Expression Quantification

We used the Robust Multichip Average method (36) from the Affy package (v1.52.0) (37) to calculate background-corrected, normalized expression values. Genefilter (v1.56.0) (38) was used to remove uninformative probesets (internal control probesets, or probesets with low variance or background level expression values).

#### Microarray Data Differential Expression Analysis and Annotation

Principal component analysis plots of the normalized, filtered samples showed samples of the same treatment (saline or rxLeptin) clustered together, and that the two treatments clustered separately. 

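*phgdh.S*, which encodes the enzyme of the first step of serine synthesis, had log2 values of 7.94, 9.59 and 10.61 on the saline arrays and 10.71, 10.79 and 10.80 on the rxLeptin arrays. *tnip2.L*, an inhibitor of NF-κB signaling, had values of 6.45, 6.26 and 6.34 on the saline arrays and 7.33, 7.35 and 7.58 on the rxLeptin arrays. These genes were chosen after their values were seen, to show a gene for which saline array 3 lay near the rxLeptin arrays and a gene for which the saline arrays lay together. Over all tested probe sets, the first principal component held 64.4% of the variance and the next 16.4%. On the first component the saline arrays scored -53.5, -24.9 and 6.93 and the rxLeptin arrays scored 19.0, 21.3 and 31.1, so all saline arrays lay below all rxLeptin arrays. Across these probe sets, which are not independent replicates, saline array 3 correlated with rxLeptin arrays 4, 5 and 6 at r = 0.992, 0.993 and 0.986, with saline array 2 at 0.986 and with saline array 1 at 0.973. No p was computed for the separation.

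**Figure D1:**
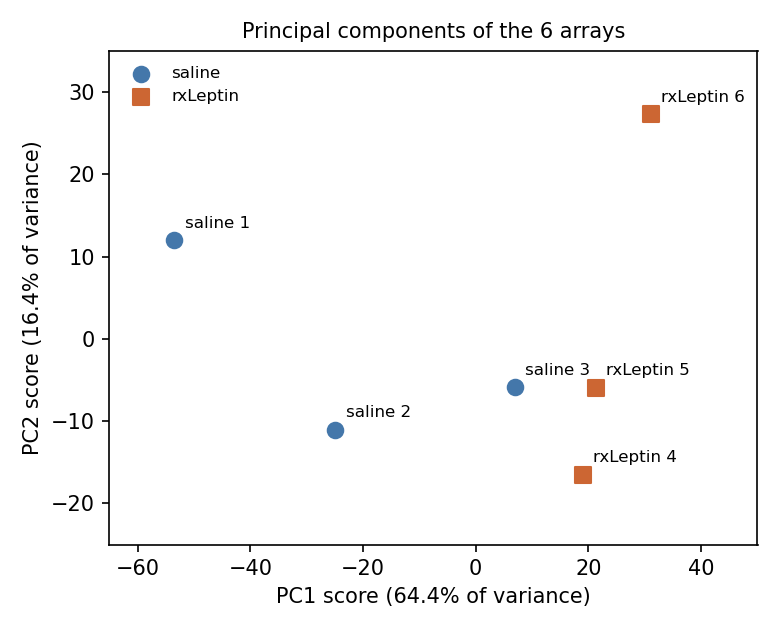
Scores of the 6 arrays on the first principal component (horizontal, 64.4% of the variance) and the next component (vertical, 16.4%), from the tested log2 values. Circles are saline arrays 1 to 3 and squares are rxLeptin arrays 4 to 6. Saline array 3 scores 6.93 on the horizontal axis and the lowest rxLeptin array 19.0.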

We used the limma package (v3.30.2) (39) to apply empirically derived array weights to individual samples, which were then used to calculate differential expression values (40). Annotations for each gene were added using the annotation file supplied by Affymetrix for the *X. laevis* Genome 2.0 Array.

#### Gene Ontology (GO) and Pathway Analysis

Gene ontology term enrichment analysis was conducted using a log_2_ fold change (log_2_FC) ranked list from limma, containing genes with a Benjamini and Hochberg (BH)-corrected *p*-value, or false-discovery rate (FDR) <0.05, as input into clusterProfiler (v3.2.4) (41). This analysis determines which molecular function, biological process, or cellular component GO terms are positively or negatively enriched in rxLeptin-treated samples compared with saline-treated controls, at a *p*-value < 0.05, while taking into account the magnitude and direction of change. Due to the hierarchical and redundant nature of GO terms, we obtained a summarized list of GO terms using Revigo to remove redundant terms (42).

We conducted Kyoto Encyclopedia of Genes and Genomes (KEGG) (43) pathways enrichment analysis using a log_2_FC ranked list of all differential gene expression data from limma (FDR < 0.05) as input into clusterProfiler (v3.2.4) (41). An additional KEGG module (highly annotated functional units of a metabolic network) enrichment analysis was conducted using the same log_2_FC ranked list as input into clusterProfiler (v3.2.4). Gene expression values for KEGG pathways were plotted on the respective pathways using the pathview package (v1.14.0) (44).

Enriched biological processes GO terms, KEGG pathways, and KEGG modules were displayed using the Enrichment Map application (v2.2.0) (45) in Cytoscape (v3.4.0) (46).

### EM Gene Transfer and *In Vivo* Reporter Assay

We used EM gene transfer (30, 47–50) and i.c.v. microinjection of 0.6% saline or rxLeptin (20 ng/g BW) to investigate whether leptin can activate the Wnt/β-catenin signaling pathway in tadpole brain *in vivo*. We divided NF stage 50 tadpoles into three groups for bipolar electroporation. Tadpoles were electroporated with a DNA mixture containing pRenilla-null (50 ng/µL; for dual-luciferase assay normalization), pCMV-eGFP (500 ng/µL; to visualize transfection efficiency), and one of the following firefly luciferase reporter vectors (each at 1 μg/μL): pGL4.23 empty (negative control), GAS-luciferase (positive control for leptin activity) (23, 24) or pGL4.23-6TCF (reporter of activated canonical Wnt/β-catenin signaling). The pGL4.23-6TCF vector contains six T cell factor (TCF) sites upstream of a minimal promoter driving luciferase expression, and therefore reports activation of the canonical Wnt/β-catenin signaling pathway (gift of Dr. Ken Cadigan). A separate group of tadpoles received pGL4.23-6TCF, pRenilla-null, and pCMV-EGFP plus a constitutively active β-catenin expression vector pcDNA3-S33Y β-catenin (51) (gift of Dr. Eric Fearon) or an empty vector (pCMVneo-empty). Plasmid concentrations for electroporation are based on Yao et al. (52). Twenty-four hours after EM gene transfer we screened tadpoles for strong GFP expression, and then separated them into eight groups: pGL4.23-empty reporter, saline, or rxLeptin; GAS-luciferase, saline, or rxLeptin; pGL4.23-6TCF, saline, or rxLeptin; pGL4.23-6TCF, pCMVneo-empty, or pcDNA3-S33Y β-catenin. Tadpoles receiving i.c.v. injections were given saline or rxLeptin (20 ng/g BW). Two hours after injection, tadpoles were killed and brains harvested for dual-luciferase assay following the protocol described by Yao et al. (52). We had a sample size of eight tadpoles per treatment.

### Data and Statistical Analysis

We analyzed data for gene expression by RTqPCR, pH3 cell counts and dual-luciferase assay data by one-way ANOVA or by unpaired Student’s *t*-test (*p* < 0.05). Derived values were log_10_-transformed before statistical analysis. Fisher’s least squares difference *post hoc* test was used to separate the means following ANOVA. We used the SYSTAT 13.0 computer program (SPSS Inc.).

## Results

### Ontogeny of *lep* mRNA in Tadpoles during Metamorphosis, and Effects of rxLeptin on Mitosis in Premetamorphic Tadpole Brain

Whole body *lep* mRNA increased 3.3-fold between stages 48 and 50, which is immediately before the onset of metamorphosis (*p* < 0.001, ANOVA; Figure 1A). The mRNA level increased further (7.6-fold) from stages 50 to 54, and remained elevated throughout metamorphosis and in the postmetamorphic frog (NF stage 66). The pattern of changes in *lep* mRNA in adipose tissue during metamorphosis was similar to whole body (Figure 1B; *p* = 0.002, ANOVA). By contrast, *lep* mRNA decreased in liver (*p* = 0.001) and was low and unchanged in brain throughout metamorphosis (Figure 1B). These findings, and other results from our laboratory support that fat tissue is the major source of *lep* mRNA in the tadpole (Melissa Cui Bender and Robert J. Denver, unpublished data). This developmental pattern of *lep* mRNA paralleled changes in cell proliferation in tadpole brain during metamorphosis (Figure 2A) (30). Injection of rxLeptin strongly increased pH3-immunoreactivity (35-fold; *p* < 0.0001; Student’s unpaired *t*-test) in cells within the VZ/SVZ throughout the tadpole brain (Figures 2B,C). Also, i.c.v. rxLeptin injection (1 h) induced the appearance of pSTAT3 immunoreactivity (pSTAT3-ir) in the VZ/SVZ in the region of the 3V (Figure 2D), supporting the expression of functional LepR in these cells. The inset in Figure 2D shows a high magnification view of the VZ/SVZ with elongated cells undergoing migration out of the neurogenic zone.

**Figure 1:**
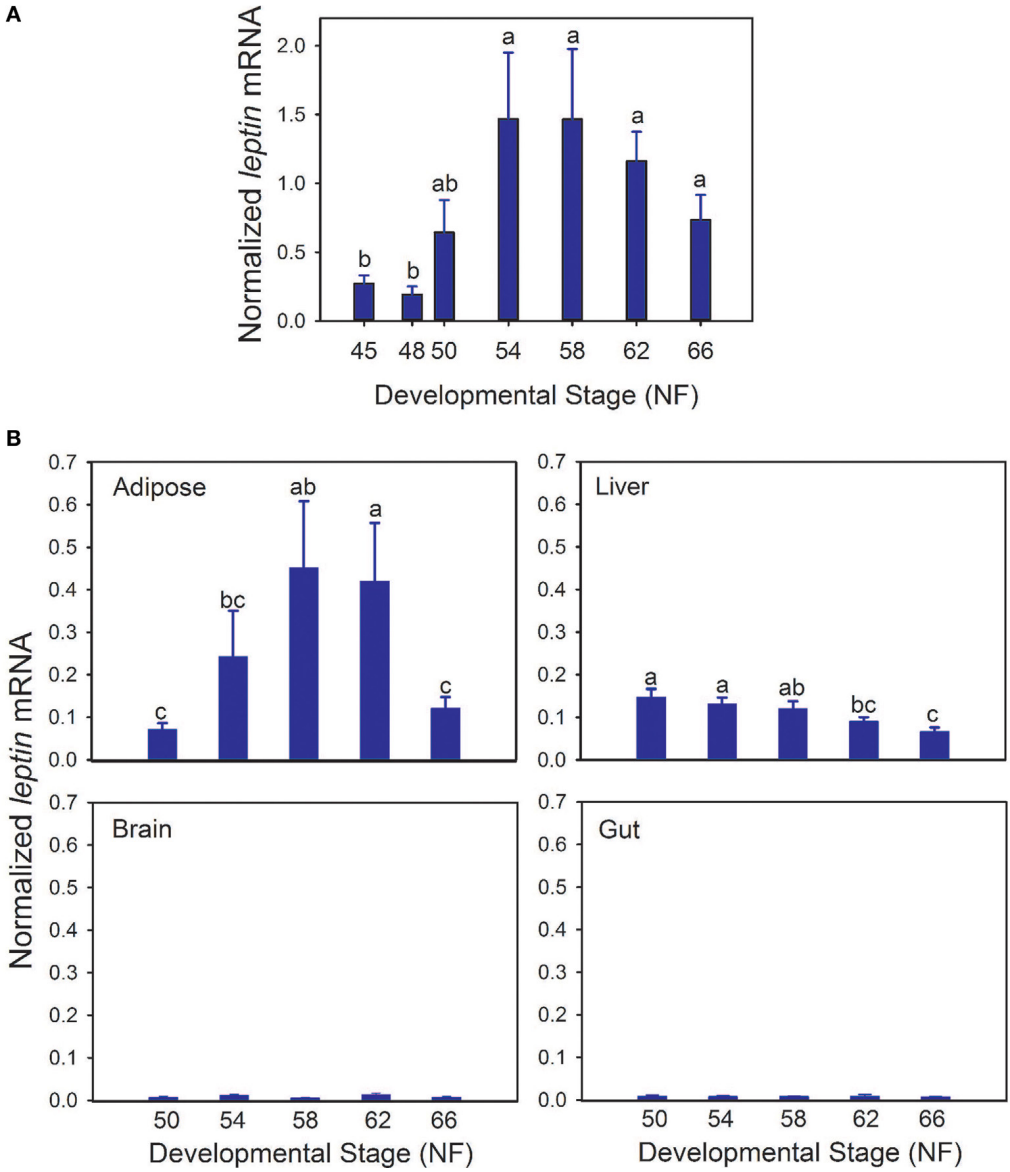
**Transcription of the *lep* gene is activated during tadpole metamorphosis**. **(A)** Whole body *lep* mRNA increases during tadpole metamorphosis. **(B)** Developmental changes in *lep* mRNA in four tadpole tissues during metamorphosis. We analyzed *lep* mRNA by reverse transcriptase quantitative real-time PCR. Note that the scales of the graphs in panel **(B)** are not directly comparable to the graph in panel **(A)** since the samples were analyzed in separate assays using a relative quantification method (see Materials and Methods). Means with the same letter are not significantly different [*p* < 0.05; Fisher’s least squares difference test; *n* = 5–6/Nieuwkoop–Faber (NF) stage].

**Figure 2:**
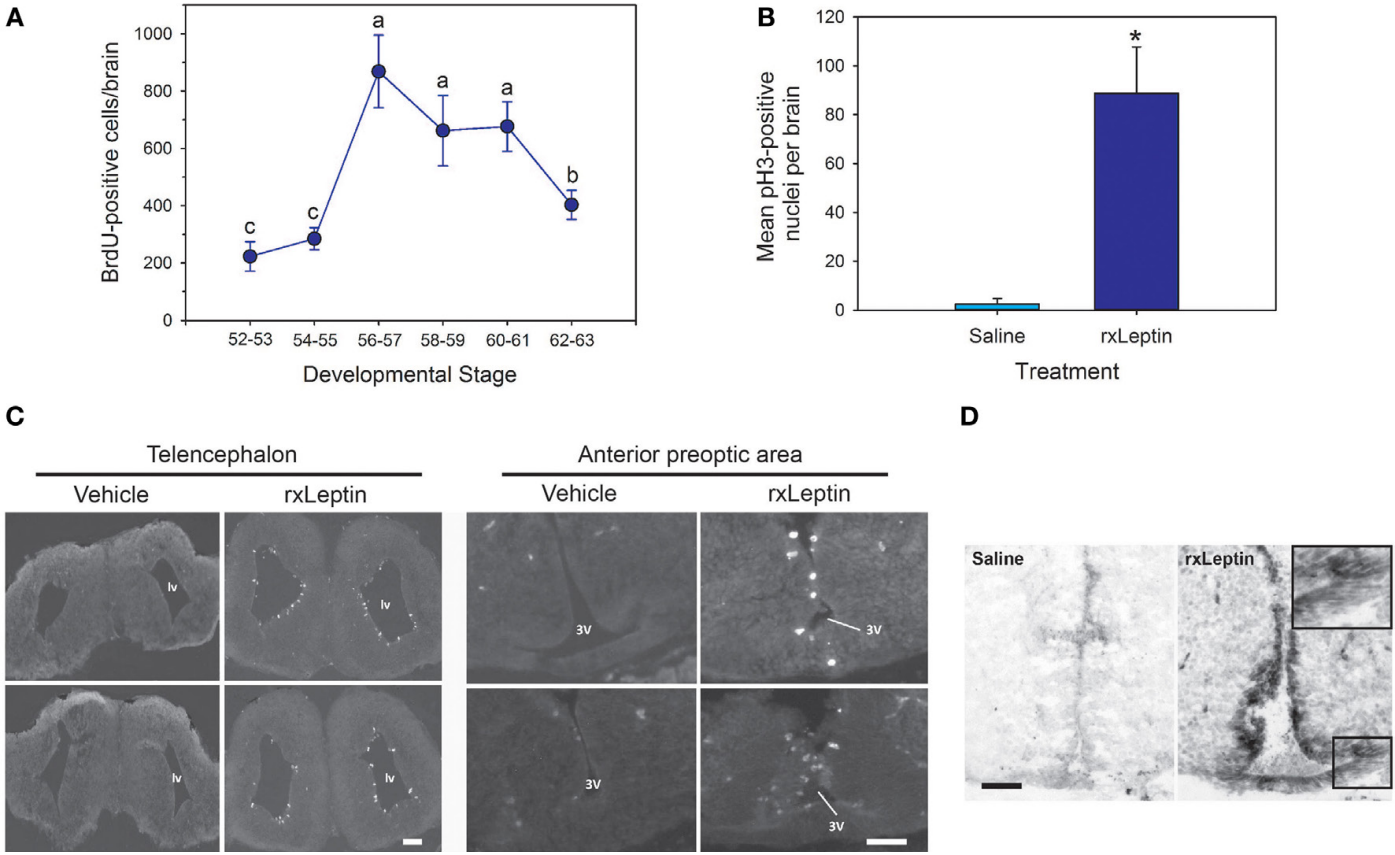
**Leptin induces mitosis in premetamorphic tadpole brain**. **(A)** Changes in cell proliferation in tadpole brain throughout metamorphosis analyzed by BrdU incorporation [data are modified from Denver et al. (30); reproduced with permission]. **(B)** Quantification of pH3 positive cells in tadpole brain following intracerebroventricular injection of saline or recombinant *Xenopus* leptin (rxLeptin) (200 ng/g BW). Tadpoles were given two injections, the second 24 h after the first, and then they were killed 48 h after the first injection. *Denotes a statistically significant difference (*p* < 0.05; Student’s unpaired t-test). **(C)** Images of transverse sections of the region of the telencephalon [lateral ventricle (lv)] and anterior preoptic area [location of neurosecretory neuron cell bodies; third ventricle (3V)] of tadpole brain stained for pH3. Scale bars = 120 µM. **(D)** Induction of pSTAT3 immunoreactivity in cells located in the ventricular zone (VZ)/subventricular zone (SVZ) of premetamorphic (Nieuwkoop–Faber stage 50) tadpole brain by rxLeptin (20 ng/g BW; 1 h). The inset shows a higher magnification view of the VZ/SVZ with elongated cells undergoing migration out of the neurogenic zone.

### i.c.v. rxLeptin Injection Induces Rapid Transcriptional Responses in Early Premetamorphic (NF Stage 54) Tadpole Brain

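Tadpoles at NF stage 54 received 0.6% saline or recombinant *Xenopus* leptin (rxLeptin, 20 ng/g BW) by i.c.v. injection, and brain tissue was taken 2 h later. RNA from pools of 3 brains, 3 pools for saline and 3 for rxLeptin, was hybridized to Affymetrix GeneChip *Xenopus laevis* Genome 2.0 Arrays, a pool to each array. The paper names the tissue as the preoptic area/hypothalamus, and the sample labels add the pituitary to it. The deposited values are log2 expression values made by the authors with Robust Multichip Average (RMA), which corrects the background, brings all arrays to a shared distribution and combines the probes of each probe set. The table held 32635 probe sets, 96 of them array controls, so the authors' filter on uninformative probe sets had not been applied to it. Here the controls were removed, and the 50.0% of the other 32539 probe sets with the larger interquartile ranges over the 6 arrays were tested with limma, with array weights and a Benjamini-Hochberg threshold of 0.05. The paper's text does not give the cut-offs of its own filter. This test, a first set of alternatives and 28 gene lists were fixed before the data were examined, though the values in Tables 2 and 3 and in parts of Tables S1 and S3 had been read, and further alternatives were added afterwards. The array weights were 0.30, 3.96 and 0.27 for saline arrays 1 to 3 and 1.2, 4.27 and 0.60 for rxLeptin arrays 4 to 6, so saline array 2 and rxLeptin array 5 carried most of each group mean. Of the probe sets, 15495 have 1 gene name in the array's annotation, 279 have several and 16765 are unnamed here. *X. laevis* has a pair of related copies of many genes, called L and S, and each copy was kept as a gene of its own. The array also carries control probe sets at the 5′ end, the middle and the 3′ end of *actin*, *gapdh* and *ef1a* transcripts. The 3′ signal of *actin* exceeded its middle signal by 2.83, 1.61 and 0.77 on the log2 scale on saline arrays 1 to 3 and by 0.67, 0.60 and 0.66 on rxLeptin arrays 4 to 6, and the 3′ signal of *gapdh* exceeded its 5′ signal by 2.71, 1.18 and 1.02 on the saline arrays and by 1.11, 0.94 and 0.93 on the rxLeptin arrays. Array numbers follow the treatment, so any step carried out in that order would follow it too. The number of arrays limits the precision, and an exact test of 3 against 3 allows no p under 0.1.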

To investigate the molecular basis for leptin action on tadpole brain, we conducted microarray analysis on the region of the diencephalon containing the preoptic area/hypothalamus of NF stage 54 tadpoles at 2 h following i.c.v. injection of 0.6% saline or rxLeptin injection (20 ng/g BW). The transformed log ratio (M) and mean average (A) plot (MA plot) in Figure 3A shows that the data are normally distributed, with a zero-centered transformed log ratio. Additionally, this plot shows that genes with a significant BH-adjusted *p*-value (FDR < 0.05), plotted in red, are distributed evenly across MA expression levels, indicating an ability to detect differentially expressed genes at any range of expression. This plot also indicates that an absolute log2 fold change (log2FC) as low as ~0.5 can be detected with confidence (FDR < 0.05). This analysis identified 2,322 induced and 1,493 repressed genes (Table S1 in Supplementary Material). 

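With the default array weights rises and falls were about equally frequent after rxLeptin, whereas gene-by-gene weights, chosen after seeing the values, gave 2382 rises and 1612 falls. The largest rises exceeded the largest falls in size. The median log2 fold change of the tested probe sets was -0.051, with quartiles of -0.26 and 0.25. The largest rise was that of *cxcl8.L*, an inflammatory chemokine, at 2.79, and the largest fall was -1.62, in a probe set without a gene name. A log2 fold change of at least 1 in size was reached by 344 of the probe sets that rose and by 43 of those that fell at an adjusted p under 0.05 from limma.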

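Changes were called at both ends of the expression range. *pdpk1.L*, a kinase of insulin signaling with array values between 3.59 and 4.62, had a log2 fold change of 0.94 (standard error 0.13, adjusted p = 0.000282). Its saline array 3, at 4.57, lay within the range of the rxLeptin arrays, 4.46 to 4.62. *rpl30.L*, a ribosomal protein gene with values between 13.99 and 14.48, fell by 0.29 (standard error 0.092, adjusted p = 0.0249). With the tested probe sets in 5 equal bins of mean expression, 30.1%, 48.5%, 52.8%, 49.0% and 50.9% were called, from the lowest bin to the highest. In the lowest bin 356 rose and 623 fell, and in the highest 983 rose and 673 fell. The median log2 fold change went from -0.10 in the lowest bin to 0.087 in the highest.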

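Small changes passed the test as well as large ones. *irf8.L*, a transcription factor of microglia and leukocytes, passed at a log2 fold change of 0.24 (standard error 0.091, adjusted p = 0.0456), and the smallest change called in any probe set was also 0.24. Of the called probe sets, 66.1% had a log2 fold change below 0.5 in size. Of the 2576 tested probe sets at 0.5 or more, 2548 were called. Simulated values with known changes were put through the same fit on the same number of probe sets. It recovered 34.3% of changes of 0.5, 92.5% of changes of 1 and 97.0% of changes of 2, and called 3 unchanged probe sets. There 67, 67 and 66 probe sets were changed at these sizes, and the noise was independent between probe sets. On the real arrays many probe sets shifted together, so the simulation does not measure false calls or recovery in them.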

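After rxLeptin, 3759 probe sets rose and 3766 fell at an adjusted p under 0.05 from limma, which is 46.3% of those tested. Of those with 1 gene name, 2053 rose and 1657 fell, from 1791 and 1513 genes. Among genes of JAK/STAT feedback and of the response to leptin or cytokines, 26 of 46 measured members were tested, and 12 rose, 3 fell and 11 did not pass, with the same counts adjusted over the list alone. *irf1.S*, a copy of the interferon-responsive transcription factor gene, rose by 1.05 (standard error 0.13, adjusted p = 0.000159) on the log2 scale, *pias4.L*, which encodes an inhibitor of activated STAT proteins, by 0.54 and *socs6.L*, a suppressor of cytokine signaling, by 0.53. For *irf1.S* the array values were 7.48, 7.08 and 7.05 on the saline arrays and 7.80, 8.23 and 8.39 on the rxLeptin arrays. The list's mean log2 fold change was 0.11, and camera, a test of whether a list moves more than other genes, gave an adjusted p = 0.158 over 28 lists, 0.843 with an estimated correlation and 0.0361 without saline array 1. Relative to the rxLeptin mean, the list lay at -0.070, -0.11 and -0.086 on saline arrays 1 to 3. In 4167 of the 7525 called probe sets the arrays of the groups did not overlap, and over all tested probe sets this held for 34.1%. The average over the 10 possible splits of the arrays is 10%. Many probe sets moved together, so a single split can exceed that average without an effect of rxLeptin. No probe set passed in limma without array weights, although 4262 had an unadjusted p under 0.05, and none passed without saline array 1 (1884 unadjusted) or without saline array 2 (1892 unadjusted).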

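The gene with the largest rise after rxLeptin was *cxcl8*, which encodes the inflammatory chemokine interleukin-8, with log2 values of 7.32, 6.67 and 7.91 on the saline arrays and 9.11, 9.69 and 9.73 on the rxLeptin arrays (standard error of the change 0.18, adjusted p = 3.25e-05 from limma). *irf1*, an interferon-responsive transcription factor gene, rose by 1.68 (standard error 0.12, adjusted p = 4.69e-05). Among genes of metabolism, *psat1*, an enzyme of serine synthesis, rose by 1.73, and *dhcr7*, the last enzyme of a route of cholesterol synthesis, by 2.00 in 1 probe set and by 0.94 in another. *ctnnb1*, the gene of β-catenin, rose by 2.41 (standard error 0.21, adjusted p = 8.47e-05) and *ube2d3*, a ubiquitin-conjugating enzyme, by 2.41 (standard error 0.24, adjusted p = 9.11e-05). The falls were smaller. *gtf2h2*, a subunit of the transcription factor TFIIH, fell by 1.62 (standard error 0.18, adjusted p = 0.00011), the splicing factor *sfrs3* by 1.57 in 1 probe set (standard error 0.16, adjusted p = 9.11e-05), with 2 of higher signal too even to pass the variance filter, and *tef*, a transcription factor of the circadian PAR bZIP family, by 1.12 (standard error 0.11, adjusted p = 8.47e-05). Other high rises of named genes with no overlap between the groups were those of *aplp2.L* at 2.09, *dab2.L* at 2.04, *mbd3.S* at 1.97, *gca.L* at 1.94 and *idh3a.S* at 1.85, and other deep falls without overlap were those of *tmem14a.S* at -1.39, *brd2.S* at -1.37, *cirbp.S* at -1.22, *zfp36l2.S* at -1.17, *hsp90ab1.S* at -1.17 and *u2surp.S* at -1.15. For *irf1*, *cxcl8* and *tef* saline array 3 lay with the other saline arrays, whereas for *ube2d3* its value of 10.33 lay within the range of the rxLeptin arrays, 10.25 to 10.85, and for *ctnnb1* its value of 11.56 lay nearer the lowest rxLeptin array, 11.95, than saline array 2, 9.48. Probe sets of a gene differed. For 5 of the genes with high rises, a probe set of higher signal rose less. These rises were 0.52 in *aplp2.L*, 0.52 in *dab2.L*, 0.44 in *mbd3.S*, 0.54 in *gca.L* and 0.69 in *idh3a.S*. A further probe set of *mbd3.S* was too even to pass the variance filter. *lpar4.L* rose by 2.24 in 1 probe set and had a log2 fold change of 0.045 (adjusted p = 0.74) in another, and *phyhipl.S* rose by 1.77 in 1 probe set and fell by 0.24 in another. The probe set of *brd2* in Table 2 rose by 2.09 where *brd2.S* fell, and a probe set of *cirbp.S* rose by 0.28 (adjusted p = 0.0291). These sizes depend on single arrays. Without saline array 1 the log2 fold changes were 1.47 for *ctnnb1*, 1.47 for *ube2d3*, 1.21 for *aplp2*, 1.31 for *dab2.L*, 1.13 for *mbd3*, 1.14 and 0.46 for *dhcr7*, 1.34 for *lpar4*, 0.98 for *phyhipl* and -0.70 for *zfp36l2.S*, and without saline array 2 they were 1.17 for *gca* and 1.12 for *psat1*, and none passed. Without rxLeptin array 5 *tmem14a.S* stood at -0.41 (adjusted p = 0.0704) and *hsp90ab1.S* at -1.78. For the genes of Table 3, the gene's unused probe set with the lowest log2 fold change was taken, so their direction was favoured by the choice.

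**Figure D2:**
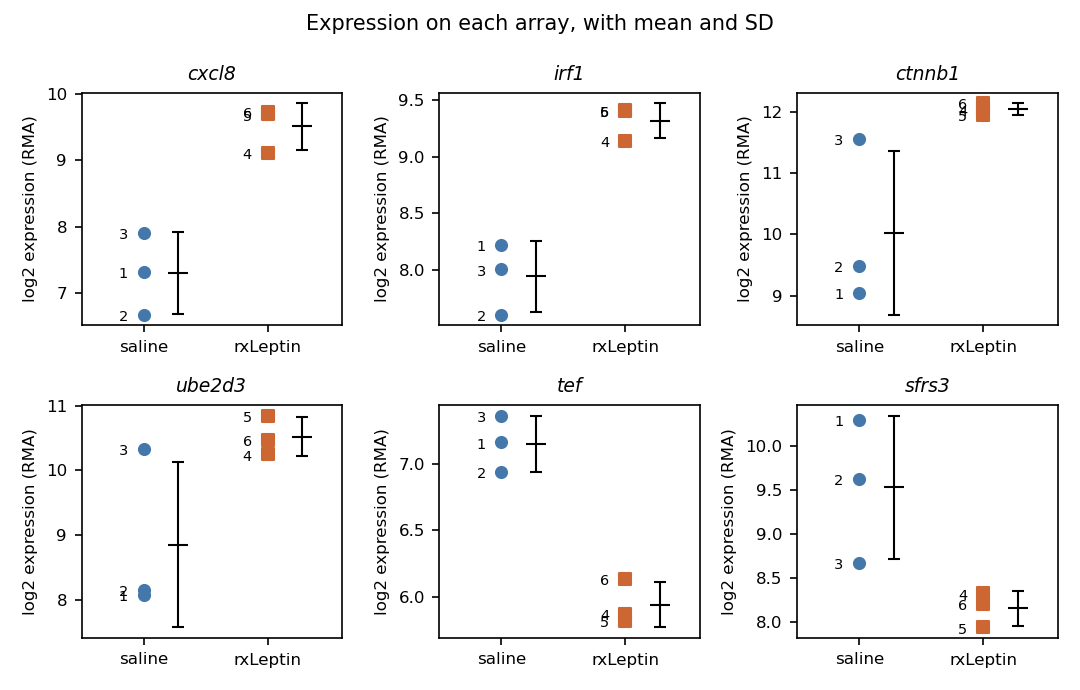
Log2 expression (RMA) of 6 genes on saline arrays 1 to 3 (circles) and rxLeptin arrays 4 to 6 (squares), with the array number at each point and the group mean and SD (n = 3) at its right. Saline array 3 lies at 11.56 for *ctnnb1* and 10.33 for *ube2d3*, above the other saline arrays, and at 8.01 for *irf1*, between them.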

The top 20 induced and repressed genes are given in Tables 2 and 3, respectively. The microarray dataset has been deposited in the Gene Expression Omnibus archive at the National Center for Biotechnology Information (GEO accession #GSE97243).

**Figure 3:**
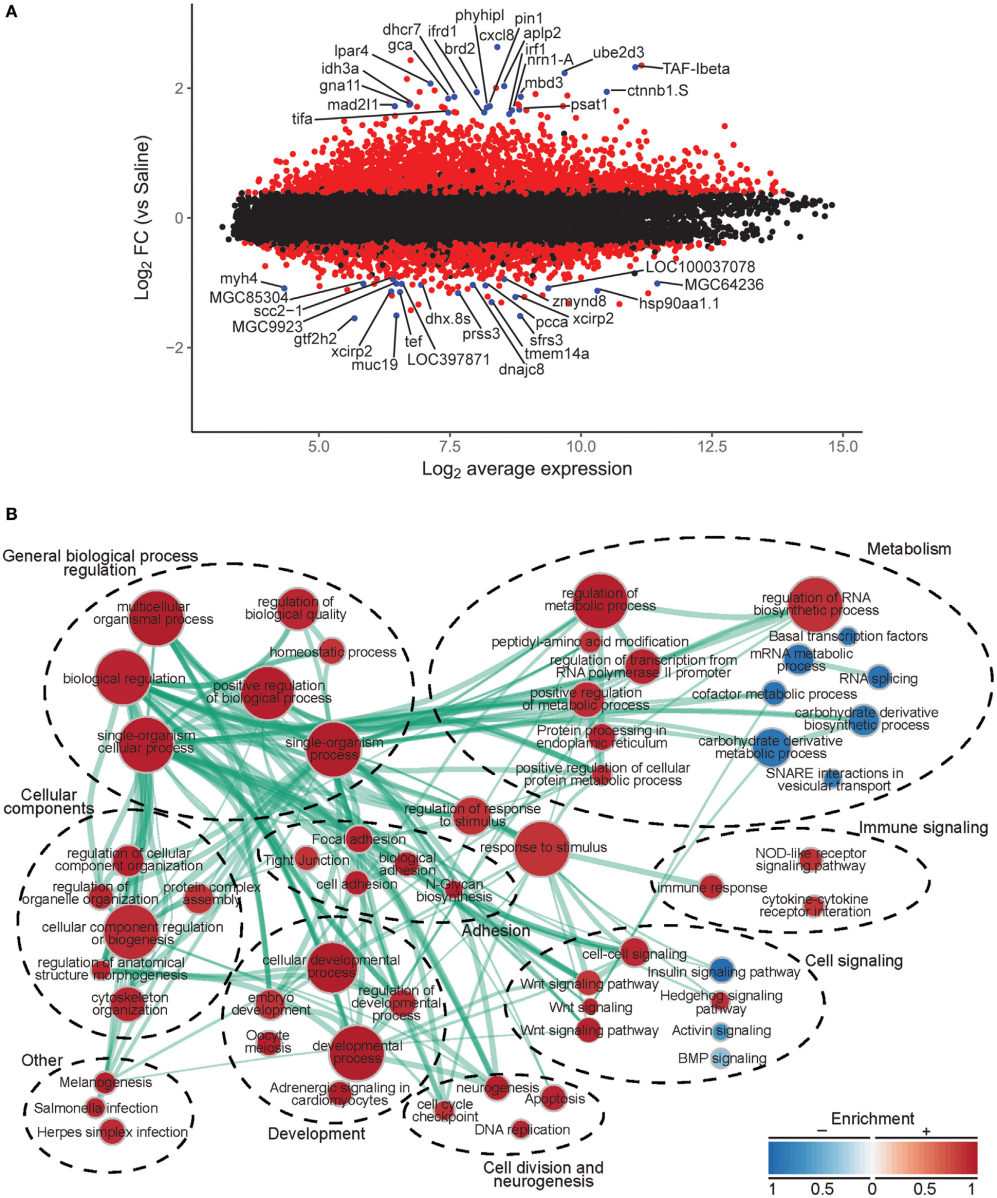
**Analysis of microarray data from preoptic area/hypothalamus of saline or recombinant *Xenopus* leptin (rxLeptin)-injected [intracerebroventricular (i.c.v.) 20 ng/g BW; 2 h] Nieuwkoop–Faber stage 54 tadpoles**. **(A)** Transformed log ratio and mean average plot [log_2_ fold change (log_2_FC) vs. average expression] of saline vs. rxLeptin-injected tadpole mRNA levels (see Materials and Methods). Dots represent genes: red = genes with a false-discovery rate <0.05; blue = top 20 differentially expressed and annotated *Xenopus laevis* genes; black = all other genes. **(B)** Biological processes, pathways, and modules affected by i.c.v. rxLeptin injection. Enrichment map of enriched biological process gene ontology terms (redundancy reduced, *p* < 0.05), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (*p* < 0.05), and KEGG modules. Circular node color reflects positive (red) or negative (blue) enrichment. Node color intensity reflects the degree of enrichment relative to the most highly enriched in either direction. Lines (green) represent significant genetic information shared between connected nodes (above 50%), and line thickness represents the degree of shared information.

**Table 2:** **Top twenty genes with annotation induced by recombinant *Xenopus* leptin in premetamorphic tadpole brain**.

Gene symbol	Gene title	Entrez gene ID	log_2_ fold change	Adjusted *p*-value
*LOC100036815/cxcl8*	Hypothetical protein LOC100036815/interleukin-8	100036815	2.63	0.00001
*ctnnb1*	Beta-catenin protein	399274	2.32	0.00013
*ube2d3*	Ubiquitin-conjugating enzyme E2D 3 (UBC4/5 homolog)	403384	2.23	0.00018
*lpar4*	Lysophosphatidic acid receptor 4	779407	2.07	0.00018
*aplp2*	Amyloid beta (A4) precursor-like protein 2	431790	2.03	0.00018
*set/TAF-Ibeta1*	SET nuclear oncogene///TAF-Ibeta1	379599///399349	1.94	0.00014
*brd2*	RING3 protein	779057	1.94	0.00028
*mbd3*	Methyl-CpG binding domain protein 3	398135	1.87	0.00018
*dhcr7*	7-Dehydrocholesterol reductase	379273	1.87	0.00028
*gca*	Grancalcin, EF-hand calcium binding protein	444080	1.84	0.00014
*idh3a*	Isocitrate dehydrogenase 3 (NAD+) alpha	444419	1.75	0.00017
*gna11*	Guanine nucleotide binding protein (G protein), alpha 11 (Gq class)	380535///779103	1.74	0.00026
*pin1*	Peptidylprolyl *cis*/*trans* isomerase, NIMA-interacting 1	503670	1.72	0.00018
*mad2l1*	MAD2 mitotic arrest deficient-like 1	380433	1.72	0.00074
*phyhipl*	Phytanoyl-CoA 2-hydroxylase interacting protein-like	447238	1.70	0.00037
*psat1*	Phosphoserine aminotransferase 1	494700	1.67	0.00013
*nrn1-A*	Neuritin 1-A	373709	1.66	0.00025
*ifrd1/MGC69123*	Interferon-related developmental regulator 1	379667///494857	1.63	0.00019
*tifa*	TRAF-interacting protein with forkhead-associated domain	734184	1.62	0.00026
*irf1*	Interferon regulatory factor 1	398826	1.60	0.00007

**Table 3:** **Top twenty genes with annotation repressed by recombinant *Xenopus* leptin in premetamorphic tadpole brain**.

Gene symbol	Gene title	Entrez gene ID	log_2_ fold change	Adjusted *p*-value
*gtf2h2/MGC81060*	General transcription factor IIH subunit 2	443754	−1.55	0.00027
*sfrs3*	Splicing factor, arginine serine-rich 3	380152	−1.51	0.00018
*muc19*	Mucin 19, oligomeric	378670	−1.50	0.00018
*tmem14a*	Transmembrane protein 14A	444418	−1.30	0.00613
*xcirp2*	Cold-inducible RNA binding protein 2	379484	−1.22	0.00391
*prss3*	Protease, serine, 3	447093	−1.16	0.01023
*tef*	Thyrotrophic embryonic factor	379940	−1.14	0.00018
*hsp90aa1.1/MGC82579*	Heat shock protein 90 kDa alpha family class A member 1	444024	−1.12	0.00030
*myh4*	Similar to myosin, heavy polypeptide 4, skeletal muscle	399414	−1.09	0.00145
*LOC100037078*	Hypothetical protein LOC100037078	100037078	−1.09	0.01290
*pcca*	Propionyl Coenzyme A carboxylase, alpha polypeptide	734347	−1.04	0.00330
*dnajc8*	DnaJ (Hsp40) homolog, subfamily C, member 8	447089	−1.03	0.00224
*dhx.8S/MGC80994*	DEAH-box helicase 8 S homolog	444315	−1.03	0.00145
*LOC397871*	Larval beta II globin	397871	−1.02	0.00106
*MGC85304*	MGC85304 protein	447105	−1.02	0.00207
*MGC99235*	MGC99235 protein	447690	−1.01	0.00053
*MGC64236*	Hypothetical protein MGC64236	379516	−1.01	0.00292
*scc2-1*	Scc2-1B	445865	−0.95	0.01224
*zmynd8*	Zinc finger, MYND-type containing 8	733267	−0.94	0.01584
*hmgn1/MGC64236*	High mobility group nucleosome binding domain 1	379516	−0.94	0.00244

Using these differential expression data, we conducted several enrichment analyses, allowing us to classify the global gene regulation changes into several general categories (general biological process regulation, metabolism, cellular components, adhesion, immune signaling, cell signaling, development, cell division and neurogenesis, and others) and highlighting several biological processes or pathways of interest. 

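Genes of several of these categories changed in both directions. Of 147 measured genes of cell division and DNA replication, 73 were tested, and 22 rose, 8 fell and 43 did not pass, with the same counts adjusted over the list alone. *ccna2.L*, a cyclin of S phase and mitosis, rose by 0.80 (standard error 0.13, adjusted p = 0.00098) on the log2 scale, and *rpa1.L*, a subunit of replication protein A, by 0.76 (standard error 0.13, adjusted p = 0.00128), while *smc3.S*, a cohesin subunit, fell by 0.87 (standard error 0.14, adjusted p = 0.00085). Of 45 tested genes of protein processing in the endoplasmic reticulum, 18 rose and 8 fell (18 and 9 adjusted over the list alone), among them the translocon subunit *sec61a1.S*, which rose by 0.82, and *sdf2l1.L*, a chaperone-associated protein, which rose by 1.33. Of 39 tested splicing factors, 13 rose and 8 fell (14 and 8 adjusted over the list alone). *lsm4.S* rose by 1.02 and *prpf31.S*, of the spliceosome, by 0.90, whereas *clk1.L*, a kinase of splicing factors, fell by 0.92 and *hnrnpa2b1.L* by 0.82. Of 26 tested inflammatory and NF-κB response genes, 13 rose and 6 fell (13 and 7 adjusted over the list alone), with a rise of 1.62 in *sdc4.S*, a cell surface proteoglycan, and of 1.09 in *tnip2.L*. Of 28 tested genes of oxidative phosphorylation, 4 rose and 10 fell (5 and 12 adjusted over the list alone). The complex I subunits *ndufb7.L* and *ndufs6.S* fell by 0.44 and 0.37, and the complex III subunit *uqcrfs1.S* rose by 0.34. In camera the adjusted p was 0.38 for cell division, 0.361 for protein processing, 0.603 for splicing, 0.0556 for the inflammatory genes and 0.0414 for oxidative phosphorylation, whose mean log2 fold change was -0.088. The last call was lost with a correlation estimated from the data (adjusted p = 0.843). It was also lost by fry, which asks only whether a list moves one way (adjusted p = 0.247). With the *actin* control difference as a covariate, the mean of the oxidative phosphorylation list turned sign. The medians of the protein processing list, -0.0097, and of the splicing list, -0.0049, lay below 0 and their means, 0.068 and 0.014, above. For *ccna2.L* saline array 3, at 9.85, lay within the range of the rxLeptin arrays, 9.58 to 9.86. It also lay within their range for *sdf2l1.L*, *lsm4.S*, *prpf31.S*, *sdc4.S* and *uqcrfs1.S*. For the other genes named in this paragraph the groups did not overlap. Relative to the rxLeptin mean the oxidative phosphorylation list lay at 0.28, 0.068 and 0.11 on saline arrays 1 to 3. Without saline array 2 the mean of the cell division list was -0.025 in place of 0.044.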

The enrichment map in Figure 3B shows these data: enriched biological process GO terms (*p*-value < 0.15), KEGG pathways (*p*-value < 0.15), and KEGG modules. We validated a subset of the induced genes by RTqPCR (Figure 4).

**Figure 4:**
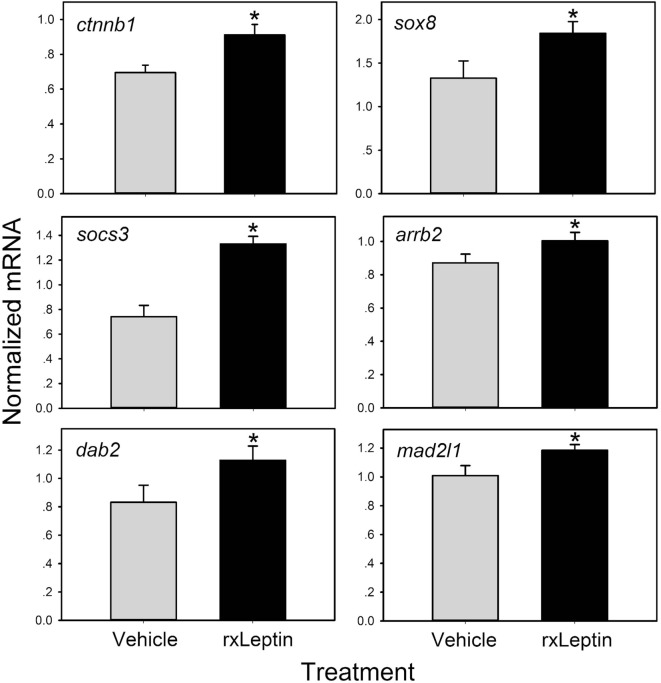
**Validation of leptin-induced genes in Nieuwkoop–Faber stage 54 *Xenopus laevis* tadpole preoptic area/hypothalamus by reverse transcriptase quantitative real-time PCR (RTqPCR)**. Tadpoles received an injection intracerebroventricular of 0.6% saline or recombinant *Xenopus* leptin (rxLeptin) (20 ng/g BW) and were killed 2 h later for tissue harvest for RNA isolation. Gene expression was analyzed by SYBR Green RTqPCR and normalized to the reference gene *rpL8* which was not affected by rxLeptin injection (data not shown). Asterisks indicate statistically significant differences from saline injected controls (*p < 0.05; unpaired Student’s *t*-test).

The top ten GO terms involved developmental processes (Figure 3B; Table 4; Table S2 in Supplementary Material). 

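Among genes of brain development in the fixed lists, 7 of 23 tested genes of radial glia and neural progenitors rose, 4 fell and 12 did not pass, with the same counts of rises and falls adjusted over the list alone. *sox3.L*, a transcription factor of neural progenitors, rose by 1.36 (standard error 0.15, adjusted p = 0.000124) on the log2 scale, and the RNA-binding protein gene *msi2.S* by 0.56 (standard error 0.12, adjusted p = 0.0033). *notch1.S*, a receptor that holds progenitors undifferentiated, fell by 0.54 (standard error 0.14, adjusted p = 0.00801). Of 20 tested genes of neurons, 7 rose and 1 fell, the same as adjusted over the list alone. The synaptic vesicle gene *syp.S* rose by 1.04, the neuronal intermediate filament *ina.S* by 1.00 and *map2.S*, of dendrites, by 0.52. Of 6 tested genes of oligodendrocytes and myelin, 2 rose and 1 fell, likewise the same over the list alone. There the membrane protein gene *gpm6b.L* rose by 0.42 and *nkx2-2.S*, a transcription factor of oligodendrocyte precursors, fell by 0.36. Camera gave adjusted p = 0.703 for the progenitors, whose mean log2 fold change of 0.060 stood beside a median of -0.011, 0.101 for neurons and 0.472 for oligodendrocytes. For *sox3.L* saline array 3, at 9.70, lay within the range of the rxLeptin arrays, and for *syp.S*, at 11.19, it did too. The same held for *ina.S*, at 5.70, and *notch1.S*, at 9.92. For *msi2.S*, *map2.S*, *gpm6b.L* and *nkx2-2.S* the groups did not overlap. Relative to the rxLeptin mean, the neuron list lay at -0.35, -0.10 and -0.066 on saline arrays 1 to 3. The core genes of the GO terms in Table S2 are held here only in part, so the terms themselves were not tested.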

Noteworthy is the Wnt/β-catenin signaling pathway, which was found by each enrichment analysis (biological process GO, KEGG pathway, KEGG module; Figure 5). Also, signaling by two TGFβ family members, bone morphogenetic protein (BMP) and activin, was among the enriched KEGG modules (Figure 6; Table S3 in Supplementary Material; tab KEGGmodules.filt). 

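Called components of the pathway rose more often than they fell, 12 against 7, and called target genes fell more often, 5 against 1. Over all tested probe sets 46.3% were called, and 50.0% of these rose. No test set the counts of the lists against those shares. Of 90 measured Wnt/β-catenin components in a fixed list, 44 were tested, and 12 rose, 7 fell and 25 did not pass, with the same counts adjusted over the list alone. *btrc*, the part of the ubiquitin ligase that recognizes phosphorylated β-catenin, rose in *btrc.L* by 1.22 (standard error 0.15, adjusted p = 0.000178) on the log2 scale and in *btrc.S* by 1.55 and 0.43, but a further probe set of *btrc.S* fell by 0.63. The ligand gene *wnt7b.L* rose by 0.50 (standard error 0.13, adjusted p = 0.00899) in 1 probe set and had a log2 fold change of 0.01 (adjusted p = 0.909) in another. The antagonists *wif1.S*, a secreted inhibitor of Wnt proteins whose probe set of highest signal was not tested, and *ctnnbip1.L*, an inhibitor of β-catenin, rose by 0.77 and 0.46. In the calcium branch *plcb3.L* rose by 0.75, *ppp3ca.S* by 0.56 and *camk2g.S* by up to 0.79, while their probe sets of highest signal did not pass, at 0.11 (adjusted p = 0.402) for *camk2g.S* and too even for the variance filter for *plcb3.L* and *ppp3ca.S*, and *csnk2a1.S*, a kinase subunit, rose by 0.69 in 1 probe set and had a log2 fold change of 0.094 (adjusted p = 0.458) in another, of higher signal. Of 20 tested target genes, 1 rose, 5 fell and 14 did not pass (0 and 3 adjusted over the list alone). *axin2*, a feedback inhibitor, fell by 0.59 (standard error 0.13, adjusted p = 0.00399) in the S copy and by 0.45 in the L copy, and *sp5.S*, a transcription factor gene, fell by 0.34, whereas *ephb3.L* rose by 0.31. In camera neither list passed, with an adjusted p = 0.275 for the components and 0.721 for the targets. By fry, which asks only whether a list moves one way, the adjusted p of the components was 0.0148. Of the pathway's core genes in Table S3, 32 were tested, and 15 rose and 4 fell, the same as adjusted over the list alone, but the study chose this list on these samples and it is not independent evidence of its direction. Camera gave that list an adjusted p = 0.0331 over 12 such lists, lost with an estimated correlation (adjusted p = 0.467). Relative to the rxLeptin mean, the components lay at -0.058, -0.050 and -0.039 on saline arrays 1 to 3, and for *btrc.L* saline array 3, at 6.00, lay within the range of the rxLeptin arrays. Saline array 3 also lay within that range for the rises of *wif1.S*, *ctnnbip1.L*, *plcb3.L*, *ppp3ca.S*, *csnk2a1.S* and *camk2g.S* (0.79) and the fall of *axin2.L*. The groups did not overlap for the rises of *btrc.S*, *wnt7b.L* and *ephb3.L* and the falls of *axin2.S* and *sp5.S*. From its screen the paper proposes Wnt/β-catenin signaling as a pathway through which leptin acts in neurogenesis, and it went on to test the pathway with a reporter vector in tadpole brain.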

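Of the genes that carry TGFβ family signals to the nucleus *smad2.S*, *smad4.L* and *smad1.L* rose and *smad1.S* rose in 2 of 4 probe sets. Receptor genes went both ways. Of 67 measured genes of TGFβ, BMP and activin signaling, 40 were tested, and 12 rose, 5 fell and 23 did not pass (11 and 4 adjusted over the list alone). *smad2.S*, which transmits activin and TGFβ signals, rose by 1.37 (standard error 0.16, adjusted p = 0.000157) on the log2 scale, *smad4.L*, the partner shared by all branches, by 1.17 (standard error 0.15, adjusted p = 0.000212), and *smad1.S*, which transmits BMP signals, by 0.82 (standard error 0.11, adjusted p = 0.000344). The other 2 probe sets of *smad1.S*, of higher signal, did not pass the variance filter. *smad1.L* rose by 0.90 and 0.38 in its probe sets, with no overlap between the groups. The other copy of *smad2.S*, *smad2.L*, had a log2 fold change of 0.059 (adjusted p = 0.623). The receptor gene *tgfbr1.S* rose by 0.90, while *acvr2a.L*, an activin receptor gene, fell by 0.69 (standard error 0.17, adjusted p = 0.00692). *bmpr1a.L* rose by 0.39 in 1 probe set and had a log2 fold change of -0.26 (adjusted p = 0.0668) in another. The ligand gene *bmp2.L* had a log2 fold change of 0.33, but its saline array 3, at 5.74, lay above the highest rxLeptin array, at 5.63. *ltbp1.S*, which holds TGFβ in the extracellular matrix, rose by 0.63 in 1 probe set, with a log2 fold change of 0.16 (adjusted p = 0.301) in another. Downstream, the phosphatase subunit *ppp2cb.L* rose by 1.36 and *skp1.L*, of a ubiquitin ligase, by 1.12 in 1 probe set, with a log2 fold change of 0.16 (adjusted p = 0.214) in another, and the kinases *rps6kb1.S* and *rock2.L* fell by 0.50 and 0.49. Camera gave the list an adjusted p = 0.272. Of the core genes of the BMP module in Table S3, 5 were tested, and 2 rose and 2 fell, and of those of the activin module 4 were tested, and 2 rose and 2 fell, in both cases the same as adjusted over the list alone. The study chose these lists on these samples, so they are not independent evidence of their direction, and their adjusted p in camera was 0.954 and 0.462. For *smad2.S* saline array 3, at 9.29, lay within the range of the rxLeptin arrays and saline arrays 1 and 2, at 7.38 and 7.96, below it. Saline array 3 also lay within that range for *smad4.L*, at 7.67, *tgfbr1.S*, at 8.78, and the risen probe set of *skp1.L*, at 10.81. For the rises of *smad1.S*, *bmpr1a.L*, *ltbp1.S* and *ppp2cb.L* the groups did not overlap. Relative to the rxLeptin mean, the list as a whole lay at -0.075, -0.060 and 0.018 on saline arrays 1 to 3.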

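Hedgehog and insulin signaling genes changed in both directions. Of 12 tested hedgehog genes among 24 measured, 3 rose, 3 fell and 6 did not pass (4 and 3 adjusted over the list alone). *gli3.L*, a transcription factor of the pathway, rose by 0.38 (standard error 0.12, adjusted p = 0.0257) on the log2 scale and *csnk1g3.L*, a casein kinase, by 0.91 (standard error 0.13, adjusted p = 0.000459), while *smo.S*, which encodes the signal transducer Smoothened, fell by 0.49 (standard error 0.10, adjusted p = 0.00296) and *kif3a.L*, a motor of the cilium, by 0.33. Of 49 tested insulin signaling genes among 78 measured, 15 rose, 11 fell and 23 did not pass (15 and 13 adjusted over the list alone). *mknk2.S*, a kinase of the translation factor eIF4E, rose by 0.55 (standard error 0.14, adjusted p = 0.00864). *ikbkb.L*, a kinase of NF-κB signaling, fell by 0.93 (standard error 0.14, adjusted p = 0.000544) and *cblb.L*, a ubiquitin ligase of receptor signaling, by 0.57. Camera gave adjusted p = 0.545 for the hedgehog list, with a mean log2 fold change of -0.031, and 0.744 for the insulin list, with a mean of 0.0069. Of the core genes of these pathways in Table S3, 8 hedgehog genes were tested and 4 rose and 1 fell (5 and 1 adjusted over the list alone), and 18 insulin genes were tested and 6 rose and 1 fell, the same over the list alone. Those lists were chosen by the study on these samples and are not independent evidence of their direction, and their adjusted p in camera was 0.462 and 0.271. Relative to the rxLeptin mean, saline arrays 1 to 3 lay at 0.0090, 0.031 and -0.021 for the hedgehog list and at 0.0067, -0.021 and -0.014 for the insulin list. Within the variance-filtered probe sets alone the means were 0.020 and -0.011, the opposite signs.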

The hedgehog and insulin signaling pathways were also found to be enriched (Figures S1 and S2 in Supplementary Material).

**Table 4:** **Top ten gene ontology (GO) terms corresponding to developmental processes**.

ID	Description	Set size	Enrichment score	NES	*p*-Value	*p*.adjust	*q*-Values
GO:0044767	Single-organism developmental process	470	0.298665447	1.479435427	0.00101833	0.159221311	0.159221311
GO:0048856	Anatomical structure development	452	0.305758564	1.512476805	0.00101833	0.159221311	0.159221311
GO:0032502	Developmental process	473	0.305340626	1.513106572	0.001019368	0.159221311	0.159221311
GO:0044707	Single-multicellular organism process	433	0.301770432	1.490562662	0.001023541	0.159221311	0.159221311
GO:0032501	Multicellular organismal process	463	0.29984464	1.483930907	0.00102459	0.159221311	0.159221311
GO:0007275	Multicellular organism development	407	0.300744558	1.475210668	0.003089598	0.400102987	0.400102987
GO:0030154	Cell differentiation	203	0.319354548	1.47945519	0.004429679	0.491694352	0.491694352
GO:0009790	Embryo development	84	0.391329957	1.634661027	0.006157635	0.598060345	0.598060345
GO:0048513	Animal organ development	137	0.342563144	1.530163684	0.007900677	0.649743161	0.649743161
GO:0048869	Cellular developmental process	242	0.301733778	1.42896268	0.008583691	0.649743161	0.649743161

**Figure 5:**
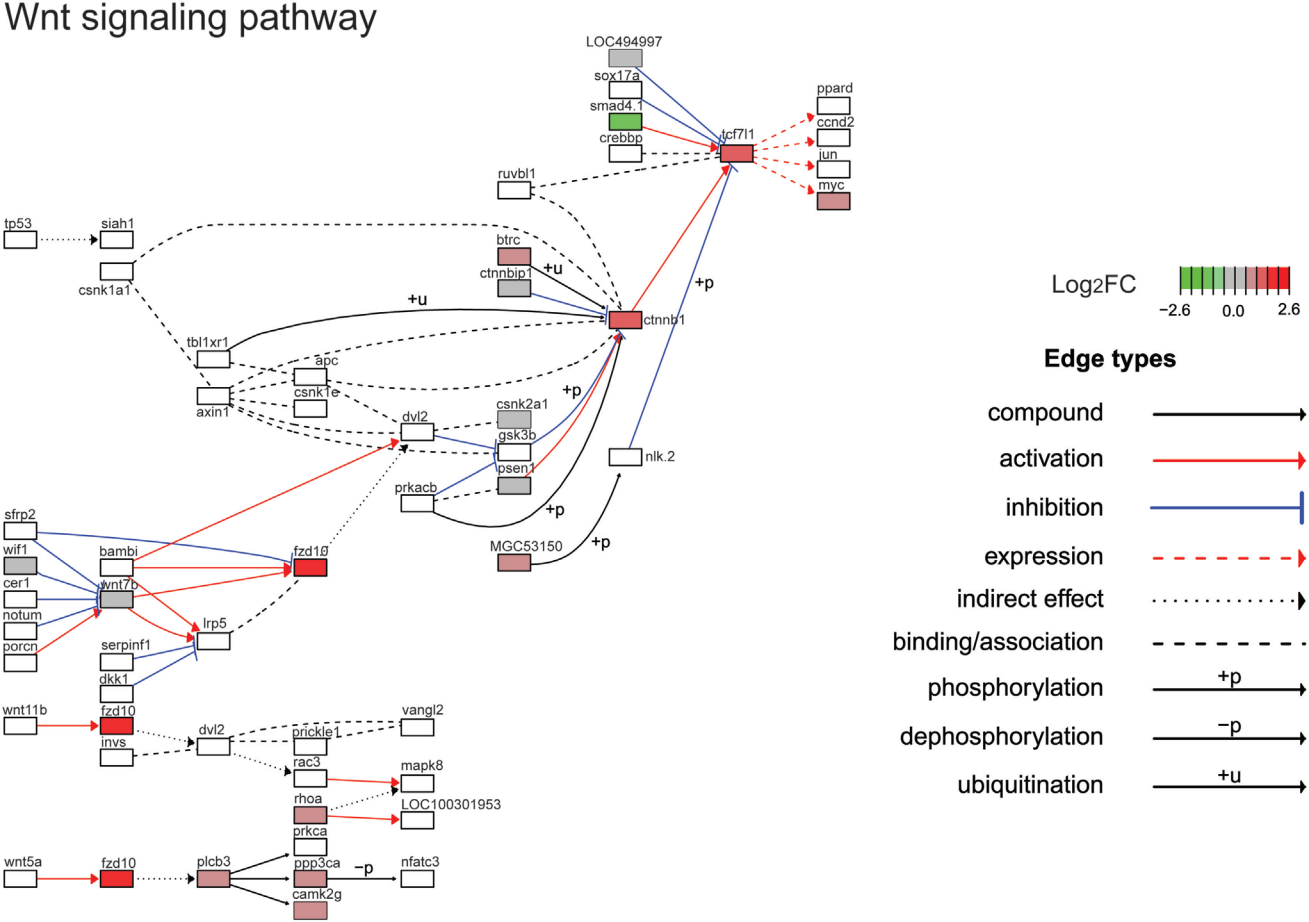
**Gene expression changes in the Wnt/β-catenin signaling pathway**. Shown is the Kyoto Encyclopedia of Genes and Genomes Wnt/β-catenin signaling pathway with differential gene expression values plotted for genes with false-discovery rate <0.05. The color of each gene represents the direction of regulation (red = positive; gray = no change; green = negative). log_2_FC = log_2_ fold change. The intensity of the color is the value relative to the most highly regulated gene (log_2_FC = 2.6) in the entire dataset.

**Figure 6:**
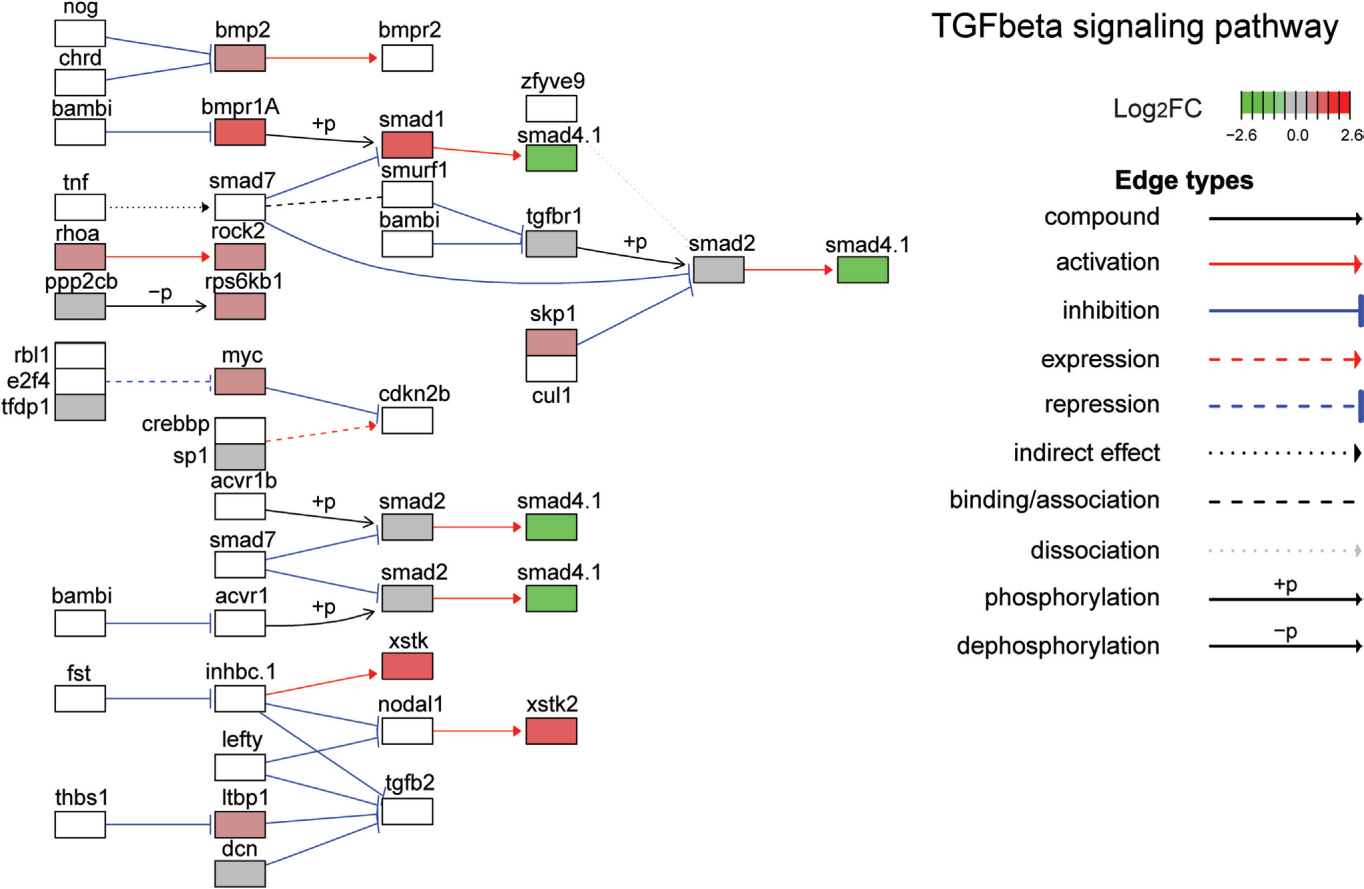
**Gene expression changes in the TGFβ signaling pathway**. Shown is the Kyoto Encyclopedia of Genes and Genomes TGFβ signaling pathway with differential gene expression values plotted for genes with false discover rate <0.05. The color of each gene represents the direction of regulation (red = positive; gray = no change; green = negative). log_2_FC = log_2_ fold change. The intensity of the color is the value relative to the most highly regulated gene (log_2_FC = 2.6) in the entire dataset.

### Wnt/β-Catenin Signaling Is Activated in Premetamorphic Tadpole Brain by i.c.v. rxLeptin Injection

To test if leptin can activate the canonical Wnt/β-catenin signaling pathway in tadpole brain *in vivo*, we conducted EM gene transfer with different reporter plasmids, and injected saline or rxLeptin i.c.v. Injection of rxLeptin did not alter luciferase activity in pGL4.23-empty vector-transfected brain, but caused a strong increase (12.9-fold; *p* < 0.0001, unpaired Student’s *t*-test) in luciferase driven by the GAS-luciferase vector, which reports pSTAT3 signaling induced by leptin binding to the LepR (Figure 7) (23, 24). This confirmed activation of LepR signaling in tadpole brain after i.c.v. rxLeptin injection. We observed a threefold increase in luciferase activity (*p* < 0.001) driven by the pGL4.23-6TCF (Wnt/β-catenin pathway) reporter vector following injection of rxLeptin. Forced expression of constitutively active β-catenin confirmed the activity of the pGL4.23-6TCF reporter (47-fold increase; *p* < 0.0001).

**Figure 7:**
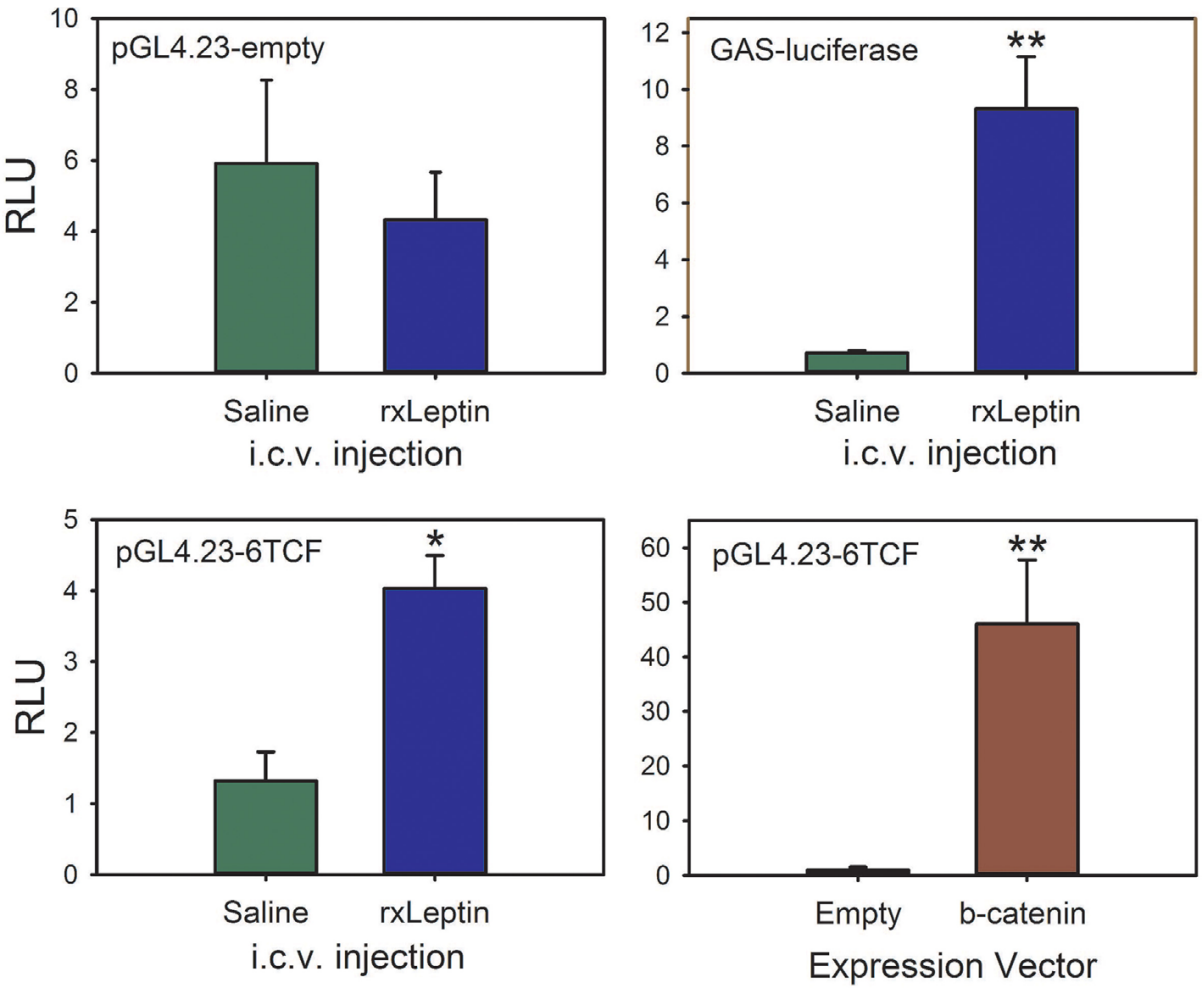
**The canonical Wnt/β-catenin signaling pathway is activated by leptin signaling in *Xenopus laevis* tadpole brain**. We injected plasmids into the region of the third ventricle of premetamorphic (Nieuwkoop–Faber stage 50) tadpoles and transfected them by biopolar electroporation-mediate gene transfer. Twenty-four hours after transfection, we screened tadpoles for EGFP expression, and then separated them into eight groups. The reporter vector is given at the top left of each panel. Tadpoles received intracerebroventricular (i.c.v.) injections of 0.6% saline or recombinant *Xenopus* leptin (rxLeptin) (20 ng/g BW); a separate group was cotransfected with the pGL4.23-6TCF reporter vector and either empty expression vector (pCMVneo-empty) or a vector that expresses constitutively active β-catenin (pcDNA3-S33Y β-catenin). Two hours after i.c.v. injection, tadpoles were killed and brains harvested for dual-luciferase assay. Asterisks indicate statistically significant differences (*p < 0.001, **p < 0.0001; *n* = 8 tadpoles/treatment).

## Discussion

Leptin has well-established roles in adult physiology, but its developmental actions are less understood. Here, we show that *lep* expression increases strongly during tadpole metamorphosis in parallel with an increase in mitosis in tadpole brain. Also, i.c.v. injection of rxLeptin induced mitosis in neurogenic zones of premetamorphic tadpole brain. Gene expression screening identified genes regulated by leptin signaling in early premetamorphic tadpole brain, and highlighted several signaling pathways (Wnt/β-catenin, TGFβ, hedgehog, and insulin signaling) through which leptin may effect its regulatory role in neurogenesis. We also show that leptin activates Wnt/β-catenin pathway signaling in tadpole brain *in vivo*, as evidenced by activation of a Wnt/β-catenin pathway reporter vector.

### Leptin Promotes Neurogenesis in *Xenopus* Tadpole Brain

We observed a strong induction of mitosis in neurogenic zones of the premetamorphic tadpole brain following i.c.v. injection of rxLeptin. The rapid increase in pSTAT3-ir in cells of these regions 1 h after rxLeptin injection supports that they express functional LepR, and therefore that the action of leptin on mitosis is likely to be direct. In rodent embryonic/fetal brain, LepR mRNA is expressed within the VZ/SVZ of the 3V (18, 20). The LepR mRNA level in the VZ/SVZ declines through development, after which time it appears in the arcuate nucleus and ventromedial hypothalamus (18). These LepR mRNA-expressing NSCs may be precursors of hypothalamic feeding control and hypophysiotropic neurons of the adult (21). The LepR is also expressed in the VZ/SVZ (progenitor cell niches) of adult monkey brain (53).

Several lines of evidence from studies in rodents support that leptin controls cell proliferation in developing brain and can also induce neurogenesis in adults. For example, the reduced brain weight and DNA content in *ob/ob* mice is restored by leptin injection (4, 8), and leptin has been found to induce mitosis in rodent brain *in vivo* (8–10), and in tissue culture (11, 12). The large increase in *lep* mRNA in tadpoles during metamorphosis, a postembryonic developmental period that has been compared to the neonatal/early postnatal period in direct developing species like mammals (54), may be similar, both phenomenologically and functionally, to the postnatal leptin surge that occurs in rodents (17–19). It has been hypothesized that this postnatal increase in leptin plays a pivotal role in the development of the hypothalamic feeding control circuitry (13, 15, 16, 55–56). Leptin has also been shown to promote neurogenesis in the hippocampus of adult mammals (57), which may depend on Wnt/β-catenin signaling (58). The extra-hypothalamic actions of leptin on adult neurogenesis and neural plasticity may improve cognition and mood in animal models of depression and anxiety, and circulating leptin concentration is negatively correlated with Alzheimer’s disease in humans (59), and promotes neurogenesis in a mouse model of Alzheimer’s disease (60). Leptin has also been shown to be neuroprotective and induces neurogenesis and angiogenesis after stroke (61–63).

Cell proliferation in tadpole brain during metamorphosis depends on thyroid hormone (30). However, other mitogens such as leptin, activators of the TGFβ pathway, neurotrophins, and insulin-like peptides likely also play important roles in this developmental process. Indeed, there may be synergy between different signaling pathways, some that are affected by nutritional state like leptin and insulin-like peptides, that determine cell expansion and development of neural structures and pathways. Leptin has been found to synergize with thyroid hormone to induce proliferation of chondrocytes in growth plates, and also to promote terminal differentiation (64). Whether similar synergy occurs in the developing brain, which is critically dependent on thyroid hormone for its development, requires further study.

### Leptin Activates Canonical Wnt/β-Catenin Signaling in *Xenopus* Tadpole Brain

Using gene expression screening, we discovered sets of genes that are rapidly induced or repressed by leptin signaling in the tadpole preoptic area/hypothalamus. The major pathways regulated by leptin included the Wnt/β-catenin and TGFβ signaling pathways. Notably, we identified several genes involved in the Wnt/β-catenin signaling pathway, including β-catenin, the central component of the canonical Wnt/β-catenin pathway. The Wnt proteins, and the canonical Wnt/β-catenin intracellular signaling pathway, play central roles in development and disease (65), including development of the central nervous system, and are known to promote cell proliferation (66). The Wnt ligands bind to cell surface receptors of the Frizzled (Fz) and low-density lipoprotein-related protein families (67). In canonical Wnt/β-catenin signaling, the absence of Wnt ligand causes cytoplasmic signaling components such as glycogen synthase kinase 3β (GSK3β) to phosphorylate β-catenin, leading to the latter’s degradation. Activation of Wnt receptors leads to phosphorylation of GSK3β, allowing β-catenin to accumulate in the cytoplasm. The accumulated β-catenin translocates to the nucleus, where it interacts with lymphoid enhancer-binding factor 1 with lymphoid enhancer-binding factor 1 (also known as TCF) to activate transcription of Wnt/β-catenin target genes (67, 68).

In addition to the Wnt receptor Fzd10 and β-catenin (ctnnb1), one of the TCFs, Tcf7l1 (also known as TCF-3) was induced by leptin in tadpole brain. This transcription factor is a transcriptional repressor (67) and was recently found to promote growth of colorectal cancers (69). 

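Both copies of the receptor gene *fzd10* rose, *fzd10.L* by 0.43 (standard error 0.10, adjusted p = 0.00693) on the log2 scale in limma and *fzd10.S* by 0.47 (standard error 0.11, adjusted p = 0.00511), with no overlap between the groups. A further probe set of *fzd10.S* did not pass the variance filter, at 8.90, 8.78 and 8.66 on the saline arrays and 8.71, 8.66 and 8.64 on the rxLeptin arrays. *tcf7l1.S* rose by 0.62 (standard error 0.11, adjusted p = 0.00153), with array values of 5.61, 5.98 and 6.36 on the saline arrays and 6.42, 6.67 and 6.47 on the rxLeptin arrays, and *tcf7l1.L* was not tested, at 9.41, 9.41 and 9.29 on the saline arrays and 9.22, 9.42 and 9.26 on the rxLeptin arrays. Beside the probe set of *ctnnb1.L* in Table 2, another rose by 0.98 (standard error 0.12, adjusted p = 0.000171) and a further one fell by 0.91 (standard error 0.15, adjusted p = 0.00101). In the one that rose, saline array 3, at 12.77, lay nearer the lowest rxLeptin array, at 12.95, than saline array 2, at 11.96. These calls are lost without array weights.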

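The array carries 7 probe sets of the transcription factor gene *myc*, and 6 were tested. In *myc.S* 3 fell, by 0.42 (standard error 0.11, adjusted p = 0.0106), 0.41 (standard error 0.10, adjusted p = 0.00816) and 0.26 (standard error 0.10, adjusted p = 0.0496) on the log2 scale in limma, and 1 rose, by 1.16 (standard error 0.14, adjusted p = 0.000171). The probe set that rose had values of 6.10, 6.18 and 7.36 on the saline arrays and 7.53, 7.40 and 7.25 on the rxLeptin arrays, so saline array 3 lay within the range of the rxLeptin arrays. In the first of the 3 that fell, the saline arrays, at 10.05, 9.74 and 9.76, lay above the rxLeptin arrays, at 9.61, 9.27 and 9.36. A further probe set of *myc.S* had a log2 fold change of -0.16 (adjusted p = 0.178) and that of *myc.L* one of -0.26 (adjusted p = 0.0717).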

*Myc* was also identified in our screen and is a Wnt/β-catenin target gene that functions in mitosis (70). The cyclin-dependent kinase 10 was induced by leptin and is known to be modulated by Wnt/β-catenin signaling (66, 71).

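*cdk10.L*, the gene of cyclin-dependent kinase 10, rose by 1.61 (standard error 0.18, adjusted p = 0.000107) on the log2 scale in limma, from 4.73, 5.38 and 6.70 on the saline arrays and 6.71, 7.11 and 7.05 on the rxLeptin arrays. Saline array 3 lay next to rxLeptin array 4 in this probe set and saline arrays 1 and 2 lower. A second probe set of *cdk10.L*, with higher signals of 9.55, 9.38 and 9.67 on the saline arrays and 9.67, 9.65 and 9.79 on the rxLeptin arrays, did not pass the variance filter.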

There is mounting evidence from different systems and tissues that leptin induction of mitosis and cell survival depends on Wnt/β-catenin signaling (72, 73). For example, the level of β-catenin in the cytoplasm is maintained low through continuous proteasome-mediated degradation controlled by a protein complex of GSK3/APC/Axin (65). Phosphorylation of GSK3 on serine 9 by activated Wnt/β-catenin signaling leads to destruction of this complex and the accumulation of β-catenin. β-Catenin translocates to the nucleus to regulate gene transcription (65). Leptin acts as a growth factor for different kinds of tumor cells (73, 74), causes rapid nuclear translocation of β-catenin, and activates other components of the Wnt/β-catenin pathway (74–76). Leptin-dependent activation of Wnt/β-catenin signaling has also been shown to play a role in leptin action in the adult hypothalamus to modulate glucose homeostasis and energy balance (77–80).

### Leptin Modulates TGFβ, Hedgehog, and Insulin Signaling in *Xenopus* Tadpole Brain

After the Wnt/β-catenin pathway, the next most enriched pathway activated by leptin in tadpole brain was that regulated by the TGFβ superfamily of ligands, in particular bone BMP and activin. The TGFβ signaling pathway plays central roles in animal development, including cell proliferation, cell differentiation, and apoptosis (81, 82). Several components of this pathway were modulated by leptin in tadpole brain, including ligands, cell surface receptors, and receptor-activated transcription factors of the SMAD family (see Figure 6).

The hedgehog signaling pathway was also found to be activated by leptin (Figure S1 in Supplementary Material). A proposed mechanism of leptin-induced neurogenesis in murine transient amplifying neuroblasts involves hedgehog signaling regulation (83). We also found that leptin modulated components of the insulin signaling pathway (see Figure S2 in Supplementary Material). Interactions between leptin and insulin signaling, and potential therapeutic uses for leptin in normalizing type 2 diabetes have been described recently (84–86). The signal transduction pathways initiated by insulin and leptin are both distinct and overlapping. For example, leptin activates the JAK2–STAT pathway, while insulin activates the mitogen-activated protein kinase pathway. Both insulin and leptin appear to activate the PI3K pathway. Recent findings show that insulin can potentiate leptin signaling (87).

### Leptin and Developmental Programming

Early life nutrition (from maternal source—placenta or yolk, or from feeding—larva) can influence adipocyte production of leptin in the fetus (88, 89) or larva (*Xenopus*, Melissa Cui Bender and Robert J. Denver, unpublished data). Alterations in hormone production, influenced by nutrition during critical periods of development can affect the timing of development, and exert lasting effects on the structure and function of hypothalamic feeding and neuroendocrine circuits, a phenomenon termed developmental programming (88–93). There is mounting evidence that early life nutrition is an important determinant for risk of obesity (94), and modulation of leptin signaling during critical developmental periods can have long-term consequences for adult physiology (95–99). In animal models, undernutrition during pregnancy leads to a premature leptin surge, and offspring develop leptin resistance as adults, especially following a high-fat diet (100). A decrease or loss of leptin signaling in early postnatal life impairs development of the feeding circuit, and also predisposes individuals to leptin resistance and obesity as adults (95–99, 101–103).

The cellular and molecular mechanisms by which leptin acts on the developing brain to “program” the hypothalamic feeding control circuit are poorly understood (104). One possible mechanism of action is for circulating leptin in the neonate/tadpole to act within neurogenic zones of the developing brain to induce expansion of a LepR expressing cell population, which ultimately establishes the leptin-responsive network in the hypothalamus and other brain regions. Mammals develop competence to respond to leptin signaling during early postnatal development (15, 16, 105); amphibians develop competence to respond to leptin during early premetamorphosis (Melissa Cui Bender and Robert J. Denver, unpublished data). Functional LepR is detected in the VZ/SVZ during early postnatal development in rodents (18) and premetamorphosis in *Xenopus* (Figure 2D). Based on our findings and those in the literature, we hypothesize that leptin acts on the neural progenitor population *via* Wnt/β-catenin signaling to induce mitosis and promote cell survival.

Future fate mapping studies can investigate if cells born in the ependymal layer following leptin injection migrate to and populate the preoptic area and ventral hypothalamus. It will also be interesting to investigate the consequences of aberrant leptin signaling during early postembryonic development on later-life physiology and hypothalamic feeding control centers using the *Xenopus* model system. Leptin signaling in early stage *Xenopus* tadpole brain can be easily activated by i.c.v. injection of rxLeptin. Furthermore, cells in the tadpole VZ/SVZ can be transfected by EM gene transfer with expression plasmids (e.g., pCS2-xLepR) to force LepR expression in stem/progenitor cells, followed by injection of rxLeptin i.c.v. to activate LepR signaling. We predict that forced expression of LepR in progenitor/stem cells in the developing brain will promote proliferation followed by differentiation of these cells into the LepR expressing lineage.

## Ethics Statement

All procedures involving animals were conducted under an approved animal use protocol (PRO00006809) in accordance with the guidelines of the Institutional Animal Care and Use Committee at the University of Michigan.

## Author Contributions

MB participated in the design of experiments, conducted the leptin mRNA analysis, immunohistochemistry for pH3, DNA microarray analyses and electroporation-mediated gene transfer, and participated in writing the manuscript. CS did the bioinformatics analyses of the DNA microarray data and participated in writing the manuscript. RD participated in the design of experiments, analysis of the data, and in writing the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The handling editor declared a shared affiliation, though no other collaboration, with the authors, and the handling editor states that the process met the standards of a fair and objective review.

How the deposited data were processed for this re-analysis (not part of the article)

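Log2 expression values were measured on 6 Affymetrix GeneChip *Xenopus laevis* Genome 2.0 Arrays, 3 for pools of brains of saline-injected tadpoles and 3 for pools of brains of rxLeptin-injected tadpoles. The authors made the deposited log2 values with Robust Multichip Average in the affy package (v1.52.0 in the paper's methods). The submitters' processing notes name affy, limma and RMA without versions. The paper then filtered uninformative probe sets with genefilter (v1.56.0) and fitted limma (v3.30.2) with array weights, calling genes at a Benjamini-Hochberg FDR under 0.05. The scanner files before RMA were not used here, so the background correction and the scaling between arrays are as the authors made them, and array medians lay between 7.30 and 7.35.

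From these values, the 96 control probe sets were removed and the probe sets with an interquartile range over the 6 arrays above the median of 0.173 were kept. A linear model with the treatment as its only term was fitted with limma 3.58.1 in R 4.3.3, with array weights from the default call, and variances were moderated with eBayes. The weight estimation gave a warning that it had not converged. Standard errors are those of the moderated fit, and each adjusted p comes from limma over all tested probe sets unless the list alone is named. With 3 arrays in each group, the limma p-values rest on the moderated spread between pools. The array weights were uneven, so the pools of a group did not count equally in these p-values. The camera p-values at the preset correlation compare list members with other genes. They rest on the spread between genes and do not measure the spread between pools. No depth applies to an array beyond the number of arrays. Array means, log2 fold changes and array scores were computed from the same log2 values, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

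Gene names come from the array's platform annotation, updated through gene IDs in a table of the Xenopus_laevis_v10.1 assembly, which was used for names only and matched 15384 of the 15495 probe sets with 1 gene name. Some names differ from those in the paper, among them dbp.L for *tef*, srsf3.S for *sfrs3*, cirbp.S for *xcirp2* and nipbl.S for *scc2-1*. Probe sets with several gene names were tested and counted but not named. For gene lists, each of 11304 genes was represented by its probe set with the highest mean, and members were counted as changed only where that probe set passed the variance filter.

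The 28 fixed lists covered the pathways the paper discusses, other processes and markers of cell types and tissues that a dissection of this brain region could hold. They were tested with camera at a preset correlation of 0.01, over all represented genes. With a correlation estimated from the data, no fixed list and none of the 12 lists of core genes taken from Table S3 passed. The genes named were fixed by rule. They are every gene that the paper names for the array data, the 10 largest rises and the 10 largest falls among named probe sets whose groups did not overlap, up to 4 called members of each list with the largest changes, and genes drawn in Figs. 5 and 6. The values in Tables 2 and 3 and in the parts of Tables S1 and S3 held here had been read when this rule and the lists were written. The first 342 of the 3815 rows of Table S1 were held, so no overlap with it was tested. For Table 2 the probe set was found through Table S1, and for Table 3 the gene's probe set with the lowest log2 fold change was taken, or the next lowest where an earlier row of the same gene had used it. In Table 3 *muc19* and *hsp90aa1.1* were not matched.

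Alternatives covered the filter, the array weights, the scaling, the moderation, a minimum fold change, probe sets that can bind several transcripts, the representative probe set, the list test and each array left out in turn. Alternatives chosen after seeing the data were array weights estimated gene by gene, the *actin* control difference as a covariate and the joint omission of saline arrays 1 and 2 or of saline array 3 with the array weights. Gene-by-gene weights were tried only after the counts and those of the paper had been set side by side. The fit and the list test were tested on simulated data with known changes. In a simulation with hedgehog genes shifted by 0.3 on the log2 scale, that list had an adjusted p = 2.83e-34 and 0 of the 27 other lists passed camera. The simulated genes varied independently of each other, so the simulation cannot show how camera behaves where list members are correlated. RTqPCR, immunohistochemistry and reporter experiments of the paper were not analysed here.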

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

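Of the tests in this part, those of RNA integrity in the pools of saline arrays 1 and 2, of a wrong label and with the *actin* covariate or gene-by-gene weights, and the limit to controls with a measurable 5′ signal and the use of the 3′ minus middle differences, were chosen after the result was seen.

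Genes of serine and cholesterol biosynthesis are not discussed as a group in the paper. After rxLeptin their mean log2 fold change was 0.30 and their median 0.15 over 34 measured members. Camera gave an adjusted p = 0.00129, and an adjusted p = 0.357 with an estimated correlation. The list holds *psat1* and *dhcr7*, which are among the induced genes of Table 2. The values of Table 2 had been read when the list was written, so the camera p is not independent of these data. Of 24 tested members 15 rose, 1 fell and 8 did not pass, and the counts of rises and falls were the same adjusted over the list alone. *psph.L*, the last enzyme of serine synthesis, rose by 1.57 (standard error 0.14, adjusted p = 8.47e-05) and *phgdh.S*, the first, by 1.23 (standard error 0.20, adjusted p = 0.000932). The list lay, relative to the rxLeptin mean, at -0.37, -0.32 and -0.15 on saline arrays 1 to 3. The list's mean remained positive without any single array, between 0.22 without saline array 1 and 0.34 without saline array 3, with adjusted p-values between 8.68e-05 and 0.0181, and with the *actin* control difference as a covariate, which was larger on every saline array than on any rxLeptin array, it was 0.21 (adjusted p = 0.00856) while *phgdh.S* stood at -0.10.

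The list of ribosomal proteins had a mean log2 fold change of -0.065 over 87 measured members (adjusted p = 0.0413, and adjusted p = 0.843 with an estimated correlation), and of the 9 tested, 1 rose and 3 fell (2 and 3 adjusted over the list alone). *rps15.L* fell by 0.34 and *rps4x.S* rose by 0.44. The call was lost without rxLeptin array 4 (mean -0.044, adjusted p = 0.162) and without rxLeptin array 5 (mean -0.051, adjusted p = 0.109).

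The number of probe sets called after rxLeptin, 7525, is large, and the 10 possible splits of the arrays are too few for a share under 0.05. The real split called 7525 and the highest other split, which puts saline arrays 1 and 2 with rxLeptin array 6, called 10304, while with gene-by-gene weights they were 3994 and, with rxLeptin array 4 in that place, 3926, and without weights every split called 0. RNA degraded to some degree in all saline pools stays open, since the 3′ minus 5′ difference of 2 of 2 control transcripts with a measurable 5′ signal, *gapdh* and *ef1a*, overlapped between the groups only through saline array 3, which makes the overlap too weak a bound against it, and the 3′ minus middle difference was larger on every saline array than on any rxLeptin array for *actin* and *gapdh* and overlapped for *ef1a*. Lower RNA integrity in the pools of saline arrays 1 and 2 may account for many calls, since over the 2684 probe sets called without saline array 3 that array lay at a median of 0.754 of the way from the mean of saline arrays 1 and 2 to the rxLeptin mean. A wrong label of saline array 3 is not excluded, though both copies of *socs3* lay at 5.05 and 5.83 on it, below every rxLeptin array. The JAK/STAT feedback and leptin or cytokine response genes, which camera did not call, lay at -0.086 on it beside -0.070 and -0.11 on saline arrays 1 and 2. The arrays parted without overlap in 5553 tested probe sets with it among the saline arrays, against 1822 to 2615 with an rxLeptin array in its place. It lay outside the range of the rxLeptin arrays for 71.6% of the probe sets called without it. That share decides nothing, since a further rxLeptin array would also often lie outside the range of the others. An effect of rxLeptin stays open too. Towards it count 235 probe sets that part the groups by over 0.25 with saline array 3 not the nearest saline array, against 10 to 77 with an rxLeptin array in its place. Array numbers follow the treatment, so a step carried out in that order could give such a count too. The reference is only the swaps with rxLeptin arrays 4 to 6.

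Of 416 genes with several called probe sets, 121 had probe sets called in opposite directions. Probe sets marked for binding transcripts of several genes do not account for most of the opposite pairs. Among pairs without a marked probe set 30.9% were opposite (123 of 398), and among pairs with one 18.0% (51 of 284). The mark need not cover all such binding, so these shares do not exclude it in unmarked probe sets. Transcript ends that differ between probe sets remain as an untested explanation. No biological explanation was tested.

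Genes of skeletal muscle, markers of another tissue, had a mean log2 fold change of -0.13 (adjusted p = 0.0413, and adjusted p = 0.843 with an estimated correlation), and of 26 tested 1 rose and 11 fell (1 and 12 adjusted over the list alone), with falls of 0.95 in *myl1.L* and 0.71 in *actc1.L* and list positions of 0.21, 0.12 and 0.045 on saline arrays 1 to 3 relative to the rxLeptin mean. RNA integrity stays open as an explanation, since these follow the order of the *actin* difference, and with it as a covariate the mean was -0.049 (adjusted p = 0.445). Muscle or gut carried in the saline dissections is a possible explanation that stays open too, since the lowest list mean, -0.13 for pancreas and gut, lies between the values set for and against it, and members were neither all below 0 nor evenly split, with 70.9% of muscle and 78.0% of gut genes below 0. Of 55 measured muscle genes 10 lay above the median level of the array, 1 is in another list and 1 is in Table 3, and the 5 most abundant had a mean log2 fold change of 0.13, with *pygm.L*, the most abundant at a mean of 10.9, at 0.096, and *hbd.S*, the most abundant blood gene, had 0.069. The call was lost without saline array 1 (mean -0.091, adjusted p = 0.0688), saline array 2 (-0.13, adjusted p = 0.0797), rxLeptin array 5 (-0.12, adjusted p = 0.0524) or rxLeptin array 6 (-0.13, adjusted p = 0.0553).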

How the results depend on the processing

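The tests with gene-by-gene array weights, with the *actin* control difference as a covariate and with saline arrays 1 and 2, or saline array 3 and the array weights, left out together were chosen after seeing the data. No paired analysis was possible because the array numbers follow the treatment and no number is shared between the groups. The count of 3759 probe sets higher and 3766 lower stayed within 1.5 times without a variance filter (3779 and 3635), with a stricter variance filter (3451 and 3194), with weights from all probe sets (3385 and 3080), with trended and robust moderation (3874 and 3802), after cyclic loess (4519 and 4095) and without probe sets that can bind several transcripts (3759 and 3930). It was 2073 and 1881 with a filter on level, 344 and 43 at a minimum absolute log2 fold change of 1, 297 and 30 by treat with a minimum of 0.5, 2382 and 1612 with gene-by-gene weights, 1628 and 810 with gene-by-gene weights from all probe sets, 894 and 503 with gene-by-gene weights and no filter, and 2046 and 947 with neither weights nor saline array 3. No probe set passed in limma (0 higher, 0 lower) without array weights (4262 at an unadjusted p under 0.05, smallest adjusted p = 0.0525), with the *actin* covariate (847 unadjusted, the median size of the 7525 called changes going from 0.42 to 0.24 and their median standard error from 0.11 to 0.22, since the covariate varies partly with the treatment) or without saline arrays 1 and 2 and without weights (1203 unadjusted, the lone saline array taken to vary like the rxLeptin arrays). With an array left out, counts ran from 0 to 4033 higher and 0 to 4290 lower. They were 0 without saline array 1 (1884 unadjusted) or saline array 2 (1892 unadjusted), 1884 and 800 without saline array 3, 3255 and 2863 without rxLeptin array 4, 2446 and 1754 without rxLeptin array 5, and 4033 and 4290 without rxLeptin array 6. The cause was not tested, apart from what the closer look above gives. The first component held 60.7% over all probe sets, and their median log2 fold change was -0.029.

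Without array weights a probe set of *bmpr1a.L* stood at 0.031, *bmpr1a.S* at 0.039, *lpar4.L* at -0.20, *mad2l1.L* at -0.025, *myh4.L* at 0.12 and the radial glia and neural progenitors list at -0.0019, each with the opposite sign. With gene-by-gene weights *lpar4.L* stood at -0.016. With the *actin* covariate the sign turned for probe sets of *c3orf33.L* (0.11), *lpar4.L* (0.11), *ltbp1.S* (-0.15), *myc.L* (0.031), *nipbl.S* (-0.20), *phgdh.S* (-0.10), *skp1.L* (-0.098), *wnt7b.L* (-0.12 and -0.0032) and *zmynd8.S* (-0.0024), and for the lists of neurons (-0.022), radial glia and neural progenitors (-0.00086), microglia and leukocytes (0.14), endothelium, meninges and connective tissue (0.037), retina and photoreceptors (0.017), mRNA splicing factors (-0.040) and oxidative phosphorylation (0.011). By fry, the Wnt/beta-catenin pathway components (0.054) and the JAK/STAT feedback and leptin or cytokine response genes (0.11) passed, as did hypothalamic and feeding neuropeptides (adjusted p = 0.0385), while oxidative phosphorylation (adjusted p = 0.247) and ribosomal proteins (adjusted p = 0.0522) lost the call. Within filtered probe sets hedgehog signaling stood at 0.020 and insulin signaling at -0.011, and after cyclic loess microglia and leukocytes at 0.022. The cause was not tested.

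With an array left out, the lowest and highest values of probe sets that changed sign were -0.66 and 0.012 for *amy2a.L*, -0.28 and 0.053 for *bmpr1a.L*, -0.26 and 0.020 for *bmpr1a.S*, -0.058 and 0.22 for *camk2g.S*, -0.0065 and 0.18 for *csnk2a1.S*, -0.33 and 0.12 for *lpar4.L*, -0.025 and 0.43 for *ltbp1.S*, -0.17 and 0.31 for *mad2l1.L*, -0.055 and 0.55 for *mad2l1.S*, -0.81 and 0.24 for *myh4.L*, -0.79 and 0.10 for *myh8.L*, -0.087 and 0.49 for *nipbl.S*, and -0.075 and 0.22 for *skp1.L*. For lists that changed sign or, for JAK/STAT feedback, gained a call they were -0.041 and 0.0010 for hedgehog signaling, -0.0092 and 0.032 for insulin signaling, 0.084 and 0.12 for JAK/STAT feedback and leptin or cytokine response genes, -0.025 and 0.11 for cell division and DNA replication, -0.020 and 0.10 for immediate early genes, -0.019 and 0.073 for radial glia and neural progenitors, -0.057 and 0.20 for oligodendrocytes and myelin, -0.11 and 0.036 for microglia and leukocytes, -0.019 and 0.089 for blood (erythroid) genes, -0.052 and 0.014 for endothelium, meninges and connective tissue, -0.0079 and 0.045 for mRNA splicing factors, and -0.024 and 0.084 for endoplasmic reticulum protein processing. The cause was not tested. Of 214 called probe sets of named genes, 152 moved by over 1.5 times or changed sign without some array, 114 without saline array 1 and 80 without saline array 2. Of the other values of named genes and lists, 2463 kept their direction and side of the threshold, 1125 kept the direction and lost the call, and 31 gained a call. The number of arrays limits the precision, and the deposited values carry no measure of signal over background that was used here.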

Differences from the paper's values

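The tests with gene-by-gene array weights, and the test that used neither array weights nor saline array 3, were chosen after seeing the values. The paper's count of induced genes is 2322, and 3759 probe sets were higher here at the same FDR threshold. The paper's count of repressed genes is 1493, and 3766 probe sets were lower here. Of the alternatives set before the data were examined, both counts lay within 1.5 times of the paper's with a filter on level (2073 and 1881), which drops 138 of the 342 rows of Table S1 held here and 13 of 38 matched genes of Tables 2 and 3, and without rxLeptin array 5 (2446 and 1754), which drops 1 of the rows and 1 of the genes. The count of induced genes alone did so with a stricter variance filter (3451), with weights from all probe sets (3385), without rxLeptin array 4 (3255) and without saline array 3 (1884). Neither did so with no variance filter, no array weights, trended and robust moderation, cyclic loess, a minimum absolute log2 fold change of 1, treat, probe sets that can bind several transcripts left out, or without saline array 1, saline array 2 or rxLeptin array 6. With gene-by-gene array weights, chosen after seeing the values, 2382 were higher and 1612 lower, and 0 of the 342 rows and 0 of the 38 genes were dropped in limma. Under this setting the median absolute difference from the log2 fold changes of those rows was 0.0091, against 0.050 with the default weights. With neither array weights nor saline array 3, also chosen after seeing the values, 2046 were higher and 947 lower, and 2 of the rows and 4 of the genes were dropped. With gene-by-gene weights from all probe sets, chosen after seeing the values too, 1628 were higher and 810 lower, and 0 of the rows and 2 of the genes were dropped.

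In Tables 2 and 3, 20 of 20 and 18 of 20 genes were matched, each with the paper's sign and called here, and none differed by more than its standard error. The probe sets were chosen through Table S1 by the value nearest the paper's for Table 2 and as the gene's lowest for Table 3, so sign and call were largely fixed by the choice.

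For *sox8*, the paper's fold change by RTqPCR is about 1.4 in Fig. 4, read by eye, and the probe set with the highest mean had 2.21 on the arrays. These are different assays, and they were compared in the main fit only. Without the variance filter the log2 fold change of that probe set was 1.11, beside 1.14 in the main fit. The other probe sets of *sox8.L* had log2 fold changes of 0.84 and 0.74.

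The paper states that samples clustered by treatment in the principal component analysis. Here the scores on the first component parted the treatments, but saline array 3, at 6.93, lay nearer rxLeptin array 4, at 19.0, than saline array 2, at -24.9. The paper states that called genes were spread evenly over expression levels, and here 30.1% were called in the lowest of 5 equal bins of expression and 52.8% in the middle bin. In Fig. 6 *smad4.1* is drawn in the colour of repressed genes. Here *smad4.L* had a log2 fold change of 1.17, but *smad4.1* was not matched to it, so the direction cannot be compared. In Fig. 5 *fzd10* is drawn in the strongest colour of induction, and its tested probe sets had log2 fold changes of 0.43 and 0.47 here, against 2.41 for *ctnnb1*.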

Other observations

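In this part the test of the order of the study's gene list was chosen after the result was seen.

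Of 16 tested hypothalamic and feeding neuropeptide genes 10 fell, 1 rose and 5 did not pass (1 rose and 11 fell adjusted over the list alone), with a mean log2 fold change of -0.13 over 28 measured (camera, adjusted p = 0.0556, and adjusted p = 0.843 with an estimated correlation). *nts.S*, the gene of neurotensin, fell by 0.57 (standard error 0.10, adjusted p = 0.00153), *cck.S*, of cholecystokinin, by 0.49 and *nmb.S*, of neuromedin B, by 0.43, while *bdnf.S*, of brain-derived neurotrophic factor, rose by 0.56 (standard error 0.12, adjusted p = 0.00377), all without overlap between the groups. On saline arrays 1 to 3 the list lay at 0.24, 0.12 and 0.10 relative to the rxLeptin mean. Of 10 tested pituitary genes 1 rose and 3 fell (the same adjusted over the list alone), with falls of 0.70 in the prolactin gene *prl.1.S* and 0.58 in *cga.S*, the shared subunit of glycoprotein hormones (list adjusted p = 0.823). Of 11 tested thyroid hormone response genes 1 rose and 3 fell (the same adjusted over the list alone), and the deiodinase gene *dio1.L* fell by 0.51 (list adjusted p = 0.603).

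Immediate early genes went both ways, and 12 of 28 tested rose and 7 fell (12 and 9 adjusted over the list alone). *fos.S*, a marker of recent cell activity, rose by 0.49 (standard error 0.12, adjusted p = 0.00616) and *zfp36.L*, which promotes mRNA decay, by 0.51 (standard error 0.10, adjusted p = 0.0019), with log2 values of 8.15, 8.03 and 7.94 on the saline arrays and 8.43, 8.55 and 8.71 on the rxLeptin arrays, while *cited2.L*, at 0.72, had saline array 3 above the rxLeptin arrays. The list's mean was 0.042 and its median -0.013 (adjusted p = 0.545). Of 25 tested heat shock and stress chaperones 5 rose and 9 fell (6 and 9 adjusted over the list alone), with a fall of 0.96 in *serpinh1.S*, a collagen chaperone, and a mean of -0.063 beside a median of 0.0039 (adjusted p = 0.848).

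Among markers of other cells, 2 of 12 tested microglia and leukocyte genes rose and 2 fell (0 and 1 adjusted over the list alone), with a mean of -0.0096 where the test pointed up (adjusted p = 0.912). Of 12 blood genes 2 rose and 0 fell (1 and 0 adjusted over the list alone, adjusted p = 0.545). Of 15 genes of endothelium, meninges and connective tissue 3 rose and 5 fell (4 and 6 adjusted over the list alone), with a mean of -0.021 and a median of 0.053, the test pointing up (adjusted p = 0.768). *egfl7.S*, of endothelium, fell by 0.65. Of 18 skin genes 3 rose and 4 fell (the same adjusted over the list alone, adjusted p = 0.721), of 19 pancreas and gut genes 1 and 7 (the same adjusted over the list alone, adjusted p = 0.101), and of 17 retina genes 0 and 7 (the same adjusted over the list alone, adjusted p = 0.101). The photoreceptor genes *rcvrn.2.L* and *pde6h.S* fell by 0.53 and 0.57.

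Further core gene lists from Table S3, chosen by the study on these samples and so not independent evidence of their direction, gave these counts. Of 23 tested TGFβ pathway genes 6 rose and 3 fell (6 and 2 adjusted over the list alone, adjusted p = 0.647), and of 40 cell cycle genes 16 and 3 (the same adjusted over the list alone, adjusted p = 0.0647). In the lists filtered by the paper's FDR, 10 of 15 Wnt pathway genes rose and 1 fell (the same adjusted over the list alone, adjusted p = 0.0259, and adjusted p = 0.467 with an estimated correlation), 6 of 13 TGFβ genes rose and 4 fell (6 and 5 adjusted over the list alone, adjusted p = 0.458), 2 of 4 hedgehog genes rose and 1 fell (3 and 1, adjusted p = 0.458), 7 of 15 insulin genes rose and 5 fell (7 and 6, adjusted p = 0.647), and in the Wnt module 5 of 6 rose and 0 fell (the same, adjusted p = 0.0647).

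In the KEGG pathway sheet of Table S3, the core genes of 130 of the 130 pathways held whole are listed in the text order of their gene IDs, and the smallest adjusted p of the sheet is the paper's 0.436. Over the 101 pathways with a positive score, the rank the paper reports followed the position of the last core gene's ID in that order (Spearman's rho = 1 across pathways, which are not independent), and over the 29 with a negative score rho was 0.657 with the first core gene. A candidate explanation is that the gene list given to the enrichment was in order of gene ID and not of fold change. Sorting at export would give the listing order but not the relation with the reported rank. The list itself was not analysed here, and the calls of single genes do not depend on it.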
